# LepRb^+^ cell–specific deletion of *Slug* mitigates obesity and nonalcoholic fatty liver disease in mice

**DOI:** 10.1172/JCI156722

**Published:** 2023-02-15

**Authors:** Min-Hyun Kim, Yuan Li, Qiantao Zheng, Lin Jiang, Martin G. Myers, Wen-Shu Wu, Liangyou Rui

**Keywords:** Cell Biology, Metabolism, Diabetes, Leptin, Obesity

## Abstract

Leptin exerts its biological actions by activating the long-form leptin receptor (LepRb). LepRb signaling impairment and leptin resistance are believed to cause obesity. The transcription factor Slug — also known as Snai2 — recruits epigenetic modifiers and regulates gene expression by an epigenetic mechanism; however, its epigenetic action has not been explored in leptin resistance. Here, we uncover a proobesity function of neuronal Slug. Hypothalamic Slug was upregulated in obese mice. LepRb^+^ cell–specific *Slug*-knockout (*Slug*^ΔLepRb^) mice were resistant to diet-induced obesity, type 2 diabetes, and liver steatosis and experienced decreased food intake and increased fat thermogenesis. Leptin stimulated hypothalamic Stat3 phosphorylation and weight loss to a markedly higher level in *Slug*^ΔLepRb^ than in *Slug^fl/fl^* mice, even before their body weight divergence. Conversely, hypothalamic LepRb^+^ neuron–specific overexpression of Slug, mediated by AAV-hSyn-DIO-Slug transduction, induced leptin resistance, obesity, and metabolic disorders in mice on a chow diet. At the genomic level, Slug bound to and repressed the *LepRb* promoter, thereby inhibiting *LepRb* transcription. Consistently, Slug deficiency decreased methylation of *LepRb* promoter H3K27, a repressive epigenetic mark, and increased *LepRb* mRNA levels in the hypothalamus. Collectively, these results unravel what we believe to be a previously unrecognized hypothalamic neuronal Slug/epigenetic reprogramming/leptin resistance axis that promotes energy imbalance, obesity, and metabolic disease.

## Introduction

Hypothalamic neural circuits play an essential role in the control of energy balance, body weight, and metabolic homeostasis. GWAS reveal that approximately 95% of human obesity-associated genes and pathways are related to the CNS (1), indicating that hypothalamus and brain dysfunctions are a primary risk factor for obesity and metabolic disease. Leptin is secreted from adipose tissues to relay information about peripheral energy storage and availability to the hypothalamus, and it promotes weight loss by decreasing food intake (2). It also stimulates a sympathetic nerve and fat thermogenesis axis to increase energy expenditure (3, 4). Leptin is believed to exert its metabolic action by activating the long-form leptin receptor LepRb in the hypothalamus (5). In addition to suppressing feeding behavior, hypothalamic LepRb signaling, enhanced by Sh2b1, increases sympathetic nerve outflows to brown adipose tissue (BAT) to promote fat thermogenesis and energy expenditure (3). Impaired leptin action, referred to as leptin resistance, is an important risk for obesity, and leptin resistance impedes leptin therapy to combat obesity and related metabolic disease (2, 4). Hence, molecular mechanisms underlying leptin resistance have gained increased attention. Both negative and positive regulators of LepRb signaling have been identified, and negative and positive regulator imbalances have been proposed to drive leptin resistance (4, 6). Hypothalamic LepRb is downregulated in rodents with high fat diet–induced (HFD-induced) obesity, exacerbating leptin resistance (7–9). Of note, leptin resistance is persistent in diet-induced obesity, raising the possibility that epigenetic reprogramming may be a causal factor for leptin resistance. However, epigenetic modifications are poorly understood in LepRb neural circuits.

Transcription factor Slug, also called Snail2 or Snai2, is a Snail family member — along with Snail1 and Snail3 — that controls gene expression by an epigenetic mechanism (10). Slug binds to target enhancers and promoters — E2 boxes: CACCTG or CAGGTG — via its C-terminal zinc finger domains, while its N-terminal SNAG domain recruits histone deacetylase 1 (HDAC1), HDAC2, lysine-specific demethylase 1 (LSD1), G9a, and/or enhancer of zeste homologue 2 (EZH2) to catalyze histone modifications on target chromatins (10–12). Slug and Snail1 have been well known to promote epithelial-mesenchymal transition (EMT) by epigenetically suppressing E-cadherin expression (10–12). Hepatic Slug promotes liver steatosis and nonalcoholic fatty liver disease (NAFLD) by epigenetically activating lipogenic genes (13). In this work, we report that Slug is expressed in a subset of hypothalamic neurons and is upregulated in obesity. LepRb cell-specific deletion of *Slug* protects against diet-induced leptin resistance, obesity, type 2 diabetes, and NAFLD. Conversely, mediobasal hypothalamus (MBH) LepRb neuron-specific overexpression of Slug has the opposite effects. At the molecular level, Slug binds to the *LepRb* promoter and induces repressive histone methylations, thereby suppressing LepRb expression. These observations suggest hypothalamic LepRb-neuron Slug as a previously unrecognized epigenetic inducer of leptin resistance and obesity.

## Results

### Slug is expressed in a subset of hypothalamic neurons and upregulated in obesity.

To explore Slug in the brain, we mapped Slug neuron distributions in the hypothalamus. Since anti-Slug antibodies were unable to detect endogenous Slug by immunostaining, we exploited Slug-LacZ reporter mice (*Slug^LacZ^*) in which a β*-galactosidase* (β-gal) transgene was inserted into the *Slug* locus under the control of the *Slug* promoter (14). Slug-expressing cells (β-gal^+^) can be readily detected in heterozygous *Slug^LacZ/+^* mice by X-gal or anti–β-gal–antibody staining (14, 15). We detected abundant β-gal^+^ Slug-expressing cells in the dorsomedial hypothalamus (DMH), ventromedial hypothalamus (VMH), and arcuate nucleus (ARC) (Figure 1A). By contrast, Slug-expressing cells were barely detectable in the cerebral cortex, hippocampus, and cerebellum (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI156722DS1). Hypothalamic Slug-expressing cells coexpressed the neuronal marker NeuN but not the astrocyte marker glial fibrillary acidic protein (GFAP) (Figure 1, B and C). In the VMH, approximately 99% of Slug-expressing cells were neurons, and Slug^+^ neurons accounted for approximately 50% of the total neurons (Figure 1D).

To test if Slug expression was influenced by nutritional states and body weight, we placed C57BL/6J male mice on a HFD for 15 weeks. Hypothalamic *Slug* mRNA levels were significantly higher in mice fed a HFD than in chow-fed mice (Figure 1E), and were also significantly higher in *ob/ob* mice compared with age-matched WT mice (Figure 1F). In contrast, HFD feeding did not increase *Slug* mRNA abundance in the cerebral cortex and cerebellum (Supplemental Figure 1B). To extend these findings, we counted Slug^+^ neurons in the hypothalamus. We placed *Slug^LacZ/+^* mice on a HFD for 3 weeks and immunostained hypothalamic sections with anti-β-gal antibody. Slug^+^ neuron number was significantly higher in the VMH and DMH of HFD-fed mice compared with chow-fed mice (Figure 1, G and H). Given that de novo neurogenesis is rare, the newly generated Slug^+^ neurons in HFD-fed mice may have arisen from neurons that were originally Slug^–^ — a Slug^–^ to Slug^+^ phenotype switch or transdifferentiation.

### LepRb^+^ cell-specific ablation of Slug protects against diet-induced obesity.

We set out to investigate hypothalamic Slug functions by generating and characterizing conditional *Slug* knockout mice. Considering the essential role of LepRb^+^ neurons in the control of body weight, we generated LepRb^+^ cell-specific *Slug* knockout (*Slug^ΔLepRb^*) mice by crossing *Slug^fl/fl^* mice with *LepRb-Cre* mice. *Slug^fl/fl^* mice and *LepRb-Cre* mice — with *Cre* knockin at the *LepRb* locus — were described previously (13, 16). In *LepRb-Cre* mice, Cre is expressed in cells expressing LepRb but not in cells expressing short forms of leptin receptors (16). We validated *Slug^ΔLepRb^* mice using RNAscope assays. *Slug* probes were designed to hybridize mRNA fragments encoded by the deleted *Slug* sequences in *Slug^ΔLepRb^* mice. We detected hypothalamic Slug^+^LepRb^+^ double-positive neurons in *Slug^fl/fl^* but not *Slug^ΔLepRb^* mice at 8 weeks of age on chow diet (Supplemental Figure 2A). Slug^+^LepRb^+^ neuron number was underestimated because the *Slug* probes were unable to detect Slug^+^ neurons expressing Slug at low levels. Additionally, Slug^+^LepRb^+^ neurons were expected to be increased in obesity, given that HFD feeding increases hypothalamic Slug^+^ neuron number. We placed *Slug^ΔLepRb^*, *Slug^fl/fl^*, and *LepRb-Cre* mice on a HFD. Body weight was indistinguishable between *Slug^fl/fl^* and *LepRb-Cre* mice (Figure 2A), so *Slug^fl/fl^* mice were used as a control in the following experiments. Both male and female *Slug^ΔLepRb^* mice were markedly resistant to HFD-induced obesity, and their body weights were significantly lower compared with sex-and age-matched *Slug^fl/fl^* mice (Figure 2A). Whole-body fat content was substantially lower in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice on a HFD for 12 weeks (Figure 2B). Lean mass was comparable in *Slug^ΔLepRb^* and *Slug^fl/fl^* mice (Supplemental Figure 2B). Individual white adipocyte size was smaller in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice (Figure 2C). Inguinal white adipose tissue (iWAT), BAT, and liver weights were significantly lower in *Slug^ΔLepRb^* than in *Slug^fl/fl^* males on a HFD for 13 weeks (Figure 2D). Likewise, iWAT, gonadal WAT (gWAT), BAT, and liver weights were also markedly lower in *Slug^ΔLepRb^* than in *Slug^fl/fl^* females (Figure 2D). We also examined *Slug^ΔLepRb^* mice on a normal chow diet. Body weight was comparable between *Slug^ΔLepRb^* and *Slug^fl/fl^* mice at 8 weeks of age, but thereafter, *Slug^ΔLepRb^* mice progressively gained less body weight and, after 12 weeks of age, became significantly lighter than *Slug^ΔLepRb^* mice (Supplemental Figure 2C). Epididymal WAT (eWAT) weight was significantly lower in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice at 13 weeks of age (Supplemental Figure 2D). These results demonstrate, for the first time to our knowledge, that LepRb^+^ cell-specific Slug deficiency protects against both diet-induced and age-associated obesity.

### LepRb^+^ cell-specific ablation of Slug protects against HFD-induced type 2 diabetes and NAFLD.

We placed *Slug^ΔLepRb^* and *Slug^fl/fl^* mice on a HFD and assessed their glucose metabolism. Overnight-fasted plasma insulin levels were significantly lower in *Slug^ΔLepRb^* than in *Slug^fl/fl^* male mice on a HFD for 10 weeks (Figure 3A). Glucose tolerance tests (GTT) and insulin tolerance tests (ITT) were performed in male mice on a HFD for 13 weeks. Blood glucose levels were significantly lower in *Slug^ΔLepRb^* mice relative to *Slug^fl/fl^* mice after glucose and insulin injections (Figure 3B). Similarly, *Slug^ΔLepRb^* female mice also displayed reduced plasma insulin levels after being fed a HFD for 10 weeks and improved glucose and insulin tolerances after being fed a HFD for 12 weeks, compared with *Slug^fl/fl^* females (Figure 3, C and D). In line with these results, insulin stimulation increased liver Akt phosphorylation to a significantly higher level in *Slug^ΔLepRb^* mice relative to *Slug^fl/fl^* mice on a HFD for 13 weeks (Figure 3E). Akt phosphorylation was low in *Slug^fl/fl^* mice due to HFD-induced insulin resistance. Liver weight (Figure 2D) and liver triacylglycerol (TAG) levels (Figure 3F) were significantly lower in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice on a HFD for 13 weeks, for both males and females. Hepatocyte lipid droplets were smaller and less abundant in *Slug^ΔLepRb^* mice relative to *Slug^fl/fl^* mice, as revealed by H&E and Nile red staining of liver sections (Figure 3G and Supplemental Figure 2E). We also performed GTT and ITT on chow-fed *Slug^ΔLepRb^* and *Slug^fl/fl^* mice at 8 weeks of age, when their body weights were comparable. GTT and ITT were indistinguishable between *Slug^ΔLepRb^* and *Slug^fl/fl^* mice (Supplemental Figure 2F). Thus, LepRb^+^ cell–specific ablation of Slug protected against diet-induced obesity, type 2 diabetes, and NAFLD.

### LepRb^+^ cell-specific ablation of Slug decreases food intake and increases adipose thermogenesis.

We postulated that *Slug^ΔLepRb^* mice might resist obesity through decreasing their food intake, increasing their energy expenditure, or both. Supporting this notion, we found that food intake was substantially lower in *Slug^ΔLepRb^* males and females relative to sex- and age-matched *Slug^fl/fl^* mice (Figure 4A). Body temperature, an energy expenditure index, was significantly higher in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice in the dark phase (Figure 4B). We assessed energy expenditure using metabolic cages. O_2_ consumption and CO_2_ production, normalized to lean mass, were significantly higher in *Slug^ΔLepRb^* mice relative to *Slug^fl/fl^* mice in both males and females, particularly in the dark phase (Figure 4, C–E). However, ANCOVA calculations did not reveal a significant difference between the 2 groups, possibly due to a low animal number limiting ANCOVA statistical power under this condition.

BAT and beige fat protect against obesity by increasing energy expenditure (17), prompting us to examine adipose thermogenic programs in *Slug^ΔLepRb^* mice. We placed *Slug^fl/fl^* and *Slug^ΔLepRb^* mice on a HFD for 12–15 weeks. HFD feeding induced whitening of BAT in *Slug^fl/fl^* mice, as illustrated by enlarged lipid droplets (Figure 5A). Remarkably, *Slug^ΔLepRb^* mice were completely resistant to HFD-induced BAT whitening (Figure 5A). BAT Ucp1 protein and mRNA levels were significantly higher in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice (Figure 5, A–C). Sympathetic nerve inputs are known to increase BAT thermogenesis. Sympathetic nerve innervations, as assessed by immunostaining of BAT sections with antibody against the sympathetic nerve marker tyrosine hydroxylase (TH), were significantly higher in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice (Figure 5, A and B). *Slug^ΔLepRb^* mice displayed increased recruitment of beige adipocytes; iWAT expression of beige adipocyte markers — Ucp1, Pgc1α, and PPARγ — was significantly higher in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice after 5 days of cold exposure (Figure 5D). To assess adaptive thermogenesis in vivo, we placed *Slug^ΔLepRb^* mice at ambient cold temperature, 4^0^C, and monitored body core temperature through the rectum. Body core temperature was considerably higher in *Slug^ΔLepRb^* mice relative to *Slug^fl/fl^* mice following cold exposure (Figure 5E). These results unveil what we believe to be a previously unrecognized hypothalamic Slug/sympathetic nerve/thermogenic fat axis.

### MBH LepRb^+^ neuron-specific overexpression of Slug induces obesity and metabolic disorders.

*Slug* is expected to be deleted in LepRb-expressing cells in both the brain and peripheral tissues of *Slug^ΔLepRb^* mice. We next examined hypothalamic LepRb–neuron Slug. To test whether MBH LepRb neuron–specific restoration of Slug reversed the obesity-resistant phenotype of *Slug^ΔLepRb^* mice, we generated neuron-specific, Cre-dependent AAV-hSyn-DIO-Slug vectors. The *Slug* cDNA sequences were flanked by 2 loxp sites in a head-to-head orientation, and the double-floxed inverse orientation (DIO) *Slug* transgene was placed under the control of the human *synapsin-1* (hSyn) promoter (Supplemental Figure 3A). Cre-mediated *Slug* orientation reversion activated *Slug* transgene expression. To validate the vector, we comicroinjected AAV-hSyn-DIO-Slug vectors with either AAV-CAG-Cre or AAV-CAG-GFP vectors into mouse brains. Recombinant Slug was detected in AAV-CAG-Cre, but not AAV-CAG-GFP, coinjected brains (Figure 6A), demonstrating Cre-dependent Slug expression. AAV-hSyn-DIO-Slug or AAV-hSyn-DIO-mCherry (control) vectors were bilaterally microinjected into the MBH in *Slug^ΔLepRb^* (i.e., *Slug^fl/fl^;LepRb-Cre*^+/+^) — at 8 weeks old and on a chow diet — or *Slug^fl/fl^* mice (i.e., Cre-negative control). We verified MBH-restricted microinjections (Supplemental Figure 3B). As expected, recombinant Slug was detected in hypothalamic extracts from hSyn-DIO-Slug/*Slug^ΔLepRb^* (i.e., *LepRb-Cre^+/+^*) but not hSyn-DIO-Slug/*Slug^fl/fl^* (i.e., *LepRb-Cre*^–^) mice 12 weeks after AAV transduction (Figure 6B). Of note, recombinant Slug levels in hSyn-DIO-Slug/*Slug^ΔLepRb^* mice were higher than endogenous Slug levels in hSyn-DIO-Slug/*Slug^fl/fl^* mice, which were below detection threshold (Figure 6B). Remarkably, hSyn-DIO-Slug*/Slug^ΔLepRb^* mice — with MBH LepRb^+^ neuron-specific Slug overexpression and on a chow diet — gained substantially more body weight compared with hSyn-DIO-Slug/*Slug^fl/fl^* and hSyn-DIO-mCherry/*Slug^ΔLepRb^* mice after 6 weeks of AAV transduction (Figure 6C). hSyn-DIO-Slug/*Slug^fl/fl^* mice, which express endogenous Slug, were slightly heavier than the *Slug* knockout hSyn-DIO-mCherry/*Slug^ΔLepRb^* mice after 12 weeks of AAV transduction (Figure 6C), supporting the observation that *Slug^ΔLepRb^* mice were resistant to age-associated obesity (Supplemental Figure 2C). Fat content and eWAT, iWAT, and BAT weights were markedly higher in hSyn-DIO-Slug/*Slug^ΔLepRb^* mice relative to hSyn-DIO-mCherry/*Slug^ΔLepRb^* mice and hSyn-DIO-Slug/*Slug^fl/fl^* mice at 12 weeks after AAV transduction (Figure 6, D and E). Lean mass was slightly higher, but lean mass–to–body weight ratios were lower due to increased body weight, in hSyn-DIO-Slug/*Slug^ΔLepRb^* mice (Supplemental Figure 3C). In GTT and ITT, blood glucose levels were significantly higher in hSyn-DIO-Slug/*Slug^ΔLepRb^* mice compared with hSyn-DIO-mCherry/*Slug^ΔLepRb^* mice and hSyn-DIO-Slug/*Slug^fl/fl^* mice (Figure 6, F and G). Liver weights (Figure 6E) and liver TAG levels (Figure 6H) were substantially higher in hSyn-DIO-Slug/*Slug^ΔLepRb^* mice compared with hSyn-DIO-mCherry/*Slug^ΔLepRb^* and hSyn-DIO-Slug/*Slug^fl/fl^* mice. To verify these observations, we generated distinct Cre-dependent AAV-CAG-DIO-Slug vectors by replacing the *hSyn* promoter with the CAG promoter (Supplemental Figure 3D). We confirmed that recombinant Slug expression was dependent on Cre (Supplemental Figure 3E). AAV-CAG-DIO-Slug or AAV-CAG-DIO-mCherry vectors were bilaterally microinjected into the MBH of *Slug^ΔLepRb^* (i.e., *Slug^fl/fl^;LepRb-Cre^+/–^*) male mice at 9 weeks of age. As expected, recombinant Slug was detected in hypothalamic extracts from CAG-DIO-Slug/*Slug^ΔLepRb^* but not CAG-DIO-mCherry/*Slug^ΔLepRb^* mice (Supplemental Figure 3F). Importantly, CAG-DIO-Slug/*Slug^ΔLepRb^* mice gained substantially more body weight than CAG-DIO-mCherry/*Slug^ΔLepRb^* mice after 4 weeks of AAV transduction while on a chow diet (Figure 6I). Fat content was significantly higher in CAG-DIO-Slug/*Slug^ΔLepRb^* than in CAG-DIO-mCherry/*Slug^ΔLepRb^* mice at 9 weeks after AAV transduction, whereas lean mass was comparable between the 2 groups (Supplemental Figure 3G). In GTT and ITT, 8 weeks after AAV transduction, CAG-DIO-Slug/*Slug^ΔLepRb^* mice developed glucose intolerance and insulin resistance compared with CAG-DIO-mCherry/*Slug^ΔLepRb^* mice (Figure 6J). Thus, MBH LepRb^+^ neuron–specific overexpression of Slug is sufficient to induce obesity on a chow diet. We believe that these results unveil hypothalamic LepRb neuron Slug as a previously unrecognized molecular promoter of obesity and metabolic disease.

### Hypothalamic LepRb–neuron Slug promotes leptin resistance.

We postulated that hypothalamic Slug might promote obesity by inducing leptin resistance. Considering that hyperleptinemia is often associated with leptin resistance, we measured blood leptin levels. Leptin levels were substantially lower in *Slug^ΔLepRb^* males and females relative to sex- and age-matched *Slug^fl/fl^* mice on HFD (Supplemental Figure 4A). To exclude body-weight influence on leptin secretion, we measured leptin levels in *Slug^ΔLepRb^* and *Slug^fl/fl^* mice on a chow diet at 8 weeks of age, when their body weights were comparable. Plasma leptin levels were still significantly lower in *Slug^ΔLepRb^* mice (Figure 7A). To assess leptin sensitivity in vivo, we treated *Slug^ΔLepRb^* and *Slug^fl/fl^* mice on a chow diet at 7 weeks of age — when their body weights were similar — with leptin for 3 days and monitored body weight changes. Leptin treatments decreased body weight to a significantly higher degree in *Slug^ΔLepRb^* mice compared with *Slug^fl/fl^* mice (Figure 7B). To complement these findings, we tested whether MBH LepRb neuron–specific overexpression of Slug inhibits leptin actions. AAV-hSyn-DIO-Slug or AAV-hSyn-DIO-mCherry vectors were bilaterally microinjected into the MBH of *Slug^ΔLepRb^* mice on a chow diet. The AAV-transduced mice were treated with leptin for 4 days, and their body weights were monitored. Leptin decreased body weight to a significantly lesser degree in hSyn-DIO-Slug/*Slug^ΔLepRb^* mice than in hSyn-DIO-mCherry*/Slug^ΔLepRb^* mice (Figure 7C). To corroborate these results, we assessed hypothalamic leptin signaling in these mice. *Slug^ΔLepRb^* and *Slug^fl/fl^* male mice — 8 weeks old and on a chow diet — were fasted overnight and i.p. injected with leptin 45 minutes before hypothalamic extracts were taken and were prepared and immunoblotted with anti–phospho-Stat3 antibody. Body weight (Supplemental Figure 4B) and baseline Stat3 phosphorylation (Figure 7D) were similar between *Slug^ΔLepRb^* and *Slug^fl/fl^* mice, but leptin-stimulated phosphorylation of Stat3 was significantly higher in *Slug^ΔLepRb^* mice (Figure 7, D and E). To extend these findings, we directly injected leptin into the brain of *Slug^ΔLepRb^* and *Slug^fl/fl^* mice at 7 weeks of age and immunostained hypothalamic sections with phospho-Stat3 antibody. The number of phospho-Stat3–positive neurons in the ARC and VMH were significantly higher in *Slug^ΔLepRb^* mice relative to *Slug^fl/fl^* mice (Supplemental Figure 4C). To test if MBH LepRb^+^ neuron-specific overexpression of Slug suppressed leptin signaling, we bilaterally microinjected AAV-CAG-DIO-Slug or AAV-CAG-DIO-mCherry vectors into the MBH of *Slug^ΔLepRb^* (i.e., *Slug^fl/fl^;LepRb-Cre^+/–^*) mice on a chow diet at 9 weeks of age. Two weeks later, the mice were fasted overnight and stimulated with leptin, and hypothalamic extracts were immunoblotted with anti–phospho-Stat3 antibody. Body weight (Supplemental Figure 4D) and baseline Stat3 phosphorylation (Figure 7E) were comparable between CAG-DIO-Slug/*Slug^ΔLepRb^* and CAG-DIO-mCherry/*Slug^ΔLepRb^* mice, but leptin-stimulated phosphorylation of Stat3 was significantly lower in CAG-DIO-Slug/*Slug^ΔLepRb^* mice (Figure 7, E and F). Taken together, these results demonstrate that LepRb^+^ neuron–intrinsic Slug cell-autonomously suppresses leptin signaling to induce leptin resistance, which leads to obesity.

### Slug directly suppresses LepRb expression by an epigenetic mechanism.

We next set out to identify molecular targets of hypothalamic Slug. 

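Hypothalamic RNA from male mice was measured on 6 Affymetrix whole-transcript GeneChips, 3 labeled *Slug fl/fl* and 3 labeled *Slug ΔLepRb*. The paper gives the age of the mice as 10 weeks and the sample labels give 8 weeks. The deleted gene, *Slug* (*Snai2*, chromosome 16), was higher in the arrays labeled *Slug ΔLepRb*. Its log2 values were 3.79, 4.23, and 4.23 in the 3 arrays labeled *Slug fl/fl*, and 10.36, 9.68, and 10.49 in the 3 labeled *Slug ΔLepRb*. This is a log2 fold change of 6.09 (SE 0.21), or 68.2-fold (adjusted p = 1.6e-06, limma), and moves *Snai2* from the middle of all genes to the top 1% of them. All 3 values of one group lay above all 3 of the other (two-sided exact permutation test, p = 0.10, the smallest p that 3 arrays against 3 allow). The direction of *Snai2* is opposite to the deletion that the label names, so the groups are called by their labels wherever a direction is given. The value table has 1 row for *Snai2*, and which part of the transcript its probes cover was not analysed here. A probe outside the deleted part checks nothing about the labels. In the paper's RNAscope assay, with probes against the deleted sequence, Slug+LepRb+ neurons were seen in *Slug fl/fl* and not in *Slug ΔLepRb* mice. That direction is opposite to *Snai2* on the arrays as labeled. The paper's qPCR of *LepRb* (Figure 7G) was higher in *Slug ΔLepRb* mice, as *Lepr* was on the arrays. Its immunoblot had endogenous Slug of the *Slug fl/fl* hypothalamus below detection (Figure 6B), where *Snai2* was the lower on the arrays. That blot measured protein, in older mice injected with an AAV vector, and is not a measure of RNA level. None of these measures settles the labels. The alleles that the paper names are a floxed *Slug* and a *Cre* knockin in the *LepRb* 3′-UTR, while the labels describe a CreERT2 line. No array of mice with *Cre* alone was analysed here.

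**Figure D1:**
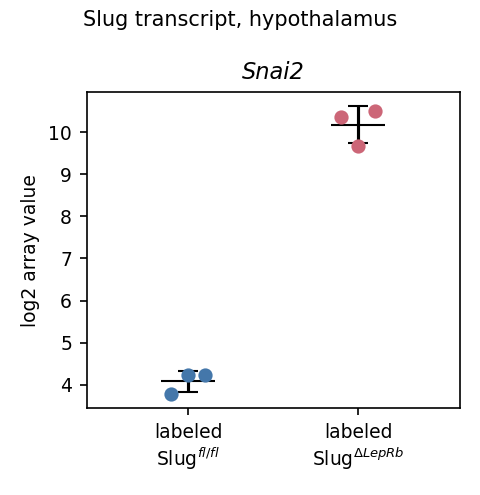
*Snai2* log2 array values in the hypothalamus. Each point is 1 array, and the bars are the mean and SD of 3 arrays. The arrays labeled *Slug ΔLepRb* sit between 9.68 and 10.49 and those labeled *Slug fl/fl* between 3.79 and 4.23.

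The authors deposited 1 table of processed values with 24663 rows. The values run from 0.90 to 12.43 and were read as log2 from that range. The submitters' processing notes name MAS5, and the normalization and any filtering are not given in the sources used here. The array medians lay between 4.04 and 4.07, and no further normalization was applied. The platform annotation gave 1 gene symbol for 21925 rows. The brightest row was kept for each of the 21507 genes among these, and the groups were compared with limma. The labels do not say whether an array held RNA from 1 mouse or from several, so p-values measure the spread between these arrays.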

We isolated the hypothalamus from *Slug^ΔLepRb^* and *Slug^fl/fl^* mice for Affymetrix GeneChip analysis (GSE217748). We found 180 genes upregulated by more than 1.25-fold (*P* < 0.05) and 70 genes downregulated by more than 25% (*P* < 0.05) in *Slug^ΔLepRb^* mice (Supplemental Figure 5, A and B). These putative targets were annotated to multiple pathways, including leptin signaling pathways (Supplemental Figure 5C). 

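In the arrays labeled *Slug ΔLepRb*, 309 genes were higher by more than 1.25-fold and 124 genes were lower by more than 25%, each at an unadjusted limma p under 0.05. In simulated arrays for this comparison 314 unchanged genes passed the same threshold, the 9 other splits of the 6 arrays gave 299 to 373 genes against 433, and the lower count moved up to 189 as each array was left out. The simulation drew genes independently, without the correlation between genes of real arrays. The gap between 314 and 433 is therefore no count of changed genes. After *Snai2*, the largest differences in each direction among brighter, nonoverlapping genes, with uncharacterized genes such as *9030025P20Rik* not ranked, were in *Pisd-ps3*, 2.91-fold higher, and in *Mid1*, which encodes a ubiquitin ligase and fell by 1.20 on the log2 scale. *Armcx1*, an X-linked gene of a mitochondrial armadillo-repeat protein, was 6.62 ± 0.26 (SD, n = 3) in the arrays labeled *Slug fl/fl* and 5.47 ± 0.06 (SD, n = 3) in the others. Its log2 fold change was -1.15 (SE 0.13, adjusted p = 0.042, limma), and all 3 arrays of each group were apart. The other higher genes named by rule were *Tmem181c-ps* (1.90-fold), *Prss41* (1.68-fold), *Samd11* (1.65-fold), *Ceacam2* (1.56-fold), *Pdlim1* (1.54-fold), *Bex2* (1.53-fold), *Cdkn1a* (1.51-fold), and *Alad* (1.49-fold). *Cdkn1a* encodes the cell cycle inhibitor p21, and *Alad* encodes an enzyme of heme synthesis. The lower genes included *Cd59a*, a complement regulator, 43.9% lower, and *Kcnj10*, a potassium channel of glia, 41.4% lower. *Pcp4l1* was 40.3% lower, *H2-K2* 36.8%, *Zfp944* 35.5%, *Fhit* 34.1%, *Ide*, the insulin-degrading enzyme, 33.4%, and *Ccdc153* 33.2%. *Cd59a* no longer passed without any 1 array labeled *Slug fl/fl* (log2 fold change -0.86, -0.79, and -0.85), *Mid1* without array 3 labeled *Slug fl/fl* (-1.04), *Zfp944* without array 1 labeled *Slug fl/fl* (-0.30) or *Slug ΔLepRb* (-0.45), and *H2-K2* without array 3 labeled *Slug ΔLepRb* (-0.63). *Cd59a* also fell short of the 25% limit without array 3 labeled *Slug ΔLepRb* (-0.34) and *H2-K2* without array 2 labeled *Slug fl/fl* (-0.30), and *Mid1* was at -0.62 without array 1 labeled *Slug ΔLepRb*, so 1 array sets much of each value. With the methods' t-test *Cd59a*, *Mid1*, *Zfp944*, and *H2-K2* did not pass, nor *Cd59a* and *Mid1* with the intensity trend and a robust prior. *Tmem181c-ps*, *Prss41*, *Cdkn1a*, *H2-K2*, and *Zfp944* lie on chromosome 17, where 43 of 1041 genes passed the paper's threshold (4.13%, against 1.89% on the other chromosomes). *Pisd-ps3* and *Tmem181c-ps* carry pseudogene symbols, and whether their probes also bind transcripts of related genes was not analysed here.

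**Figure D2:**
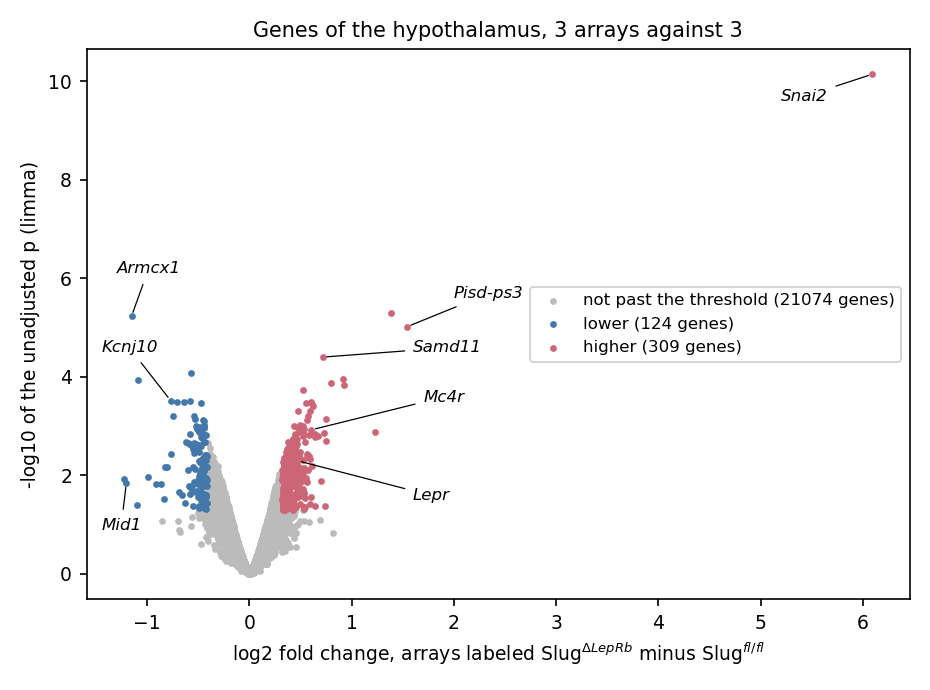
Log2 fold change against -log10 of the unadjusted limma p for 21507 genes, 3 arrays against 3. Red points are the 309 higher genes, blue points the 124 lower genes, and gray points genes not past the threshold. *Snai2* stands apart at 6.09.

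After Benjamini-Hochberg adjustment over 21507 genes, 3 genes passed an adjusted p of 0.05 in limma, against 1259 at an unadjusted p under 0.05. They were *Snai2*, *Armcx1*, and *9030025P20Rik* (chromosome 17), an uncharacterized gene named here after its value was seen, with a log2 fold change of 1.39 (SE 0.15, adjusted p = 0.042, limma). *Snai2* alone passed when array 1 or 2 labeled *Slug fl/fl*, or array 1 or 3 labeled *Slug ΔLepRb*, was left out. *9030025P20Rik* had an adjusted p of 0.23 without array 3 labeled *Slug fl/fl*, and *Armcx1* one of 0.19 without array 2 labeled *Slug ΔLepRb*. The methods' t-test on the same genes gave 156 higher and 62 lower genes, and none after adjustment.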

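Of 23 measured genes of leptin receptor signaling, listed before the data were examined, 2 were higher in the arrays labeled *Slug ΔLepRb*, none was lower, and 21 did not pass the unadjusted threshold. The higher genes were *Lepr* and *Socs3*, which encodes an inhibitor of leptin receptor signaling and was 1.28-fold higher (log2 fold change 0.36, SE 0.13, adjusted p = 0.84, limma). *Socs3* no longer passed without array 1 (0.27) or 3 (0.35) labeled *Slug fl/fl* or array 2 (0.27) or 3 (0.35) labeled *Slug ΔLepRb*. No gene passed when adjusted over the list alone. The share of called genes against all others had an odds ratio of 4.65 (one-sided Fisher's exact p = 0.078), which did not pass 0.05, and the list as a whole did not pass camera (mean log2 fold change 0.02, median -0.01, adjusted p = 0.99). *Sh2b1*, an enhancer of the pathway, differed by -0.07 (SE 0.14), *Ptpn1*, which encodes PTP1b, by 0.16 (SE 0.11), *Stat3* by -0.17 (SE 0.11), and *Jak2* by -0.06 (SE 0.10) on the log2 scale.
Of 29 receptors of feeding signals, 1 passed. *Mc4r*, the melanocortin receptor that restrains feeding, was 3.24 ± 0.17 (SD, n = 3) in the arrays labeled *Slug fl/fl* and 3.85 ± 0.21 (SD, n = 3) in those labeled *Slug ΔLepRb*, 1.52-fold higher. It also passed when adjusted over the list alone, but not over all genes (adjusted p = 0.55, limma). *Mc4r*, *Socs3*, and *Mmp2* and *Krt18* below lay under the median of all genes, 4.18, in both groups, and were not tested with dim genes left out. Of 29 feeding neuropeptides and hormones, *Tac1* was higher (log2 fold change 0.38, SE 0.10) and *Avp*, which encodes vasopressin, was lower (-0.46, SE 0.14). *Nts* at 0.26 and *Crh* at -0.37 (-0.22 without array 2 labeled *Slug ΔLepRb*) did not pass the fold or ratio limit. As a list they had a mean of 0.06 (adjusted p = 0.17, camera), and passed only without array 2 labeled *Slug fl/fl* (mean 0.10, adjusted p = 0.014). In neurotransmitter synthesis and transport, *Hdc*, the enzyme of histamine synthesis, was higher (0.44, SE 0.12) and *Gad1*, an enzyme of GABA synthesis, was lower (-0.45, SE 0.14) among 19 genes. *Avp* fell short of the 25% limit without array 2 labeled *Slug fl/fl* (-0.34) or array 1 labeled *Slug ΔLepRb* (-0.38), and *Gad1* without array 3 labeled *Slug fl/fl* (-0.36) or array 1 labeled *Slug ΔLepRb* (-0.32). None of *Tac1*, *Avp*, *Hdc*, and *Gad1* passed when adjusted over all genes, or when adjusted over the list alone, for the list named here with each.
Of 17 genes of the thyroid hormone and glucocorticoid response, 4 were higher and none was lower (one-sided Fisher's exact test, adjusted p = 0.010). They were *Cdkn1a*, on chromosome 17, *Hr* (0.39), *Sgk1* (0.43), a kinase induced by glucocorticoids, and *Sult1a1* (0.37), named after its value was seen, while *Plin4* at 0.29 (0.19 without array 1 labeled *Slug fl/fl*) did not reach the fold limit. None passed when adjusted over the list alone. *Hr* no longer passed without array 1 labeled *Slug fl/fl* (0.28). *Sgk1* and *Sult1a1* no longer passed without array 1 or 2 labeled *Slug fl/fl* or array 2 or 3 labeled *Slug ΔLepRb*, with log2 fold changes down to 0.22 and 0.23. The list's mean log2 fold change was 0.18 (adjusted p = 0.0023, camera), and the adjusted p was 0.80 with an estimated correlation and between 4.5e-05 and 0.80 over all settings. Its adjusted p was 0.087 without array 2 labeled *Slug ΔLepRb* (camera), and 0.62 with fry on all arrays. Fisher's test counts the genes as independent, so its p for this list makes no allowance for correlation between them. Among 26 genes of Slug and epithelial-mesenchymal transition, *Snai2* and *Mmp2* (0.34) were higher and *Krt18* (-0.48) was lower, *Snai2* alone when adjusted over the list alone, while *Mmp2* fell short of the fold limit without array 1 labeled *Slug fl/fl* (0.29) or *Slug ΔLepRb* (0.29), and *Krt18* of the 25% limit without array 2 labeled *Slug fl/fl* (-0.39) or array 3 labeled *Slug ΔLepRb* (-0.34). With the methods' t-test *Socs3*, *Hr*, *Sgk1*, *Sult1a1*, and *Krt18* did not pass. In the transition list *Snai1* differed by 0.27, *Snai3* by -0.20, and *Cdh1*, a known Slug target, by -0.15. Each of these genes also lay under the median of all genes in both groups. None of 13 genes listed as Slug-recruited chromatin modifiers passed, with *Ezh2* at 0.22, *Ehmt2* at 0.05, *Kdm1a* at -0.02, *Hdac1* at 0.18, *Hdac2* at -0.04, *Eed* at 0.31, and *Rcor1* at -0.26. Of the list, the paper names *Ezh2*, *Ehmt2*, *Kdm1a*, *Hdac1*, and *Hdac2* as recruited by Slug, and the other members were added when the list was made. *Eed* missed only the fold limit, at 1.24-fold (limma, unadjusted p = 0.017, and 0.23 adjusted over the list alone). As each array was left out, the values nearest 0 were 0.07 for *Ezh2*, 0.02 for *Hdac1*, -0.13 for *Rcor1*, and -0.13 for *Snai3*. The camera test gave an adjusted p of 0.84 for the transition list and 0.99 for the modifiers.

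**Figure D3:**
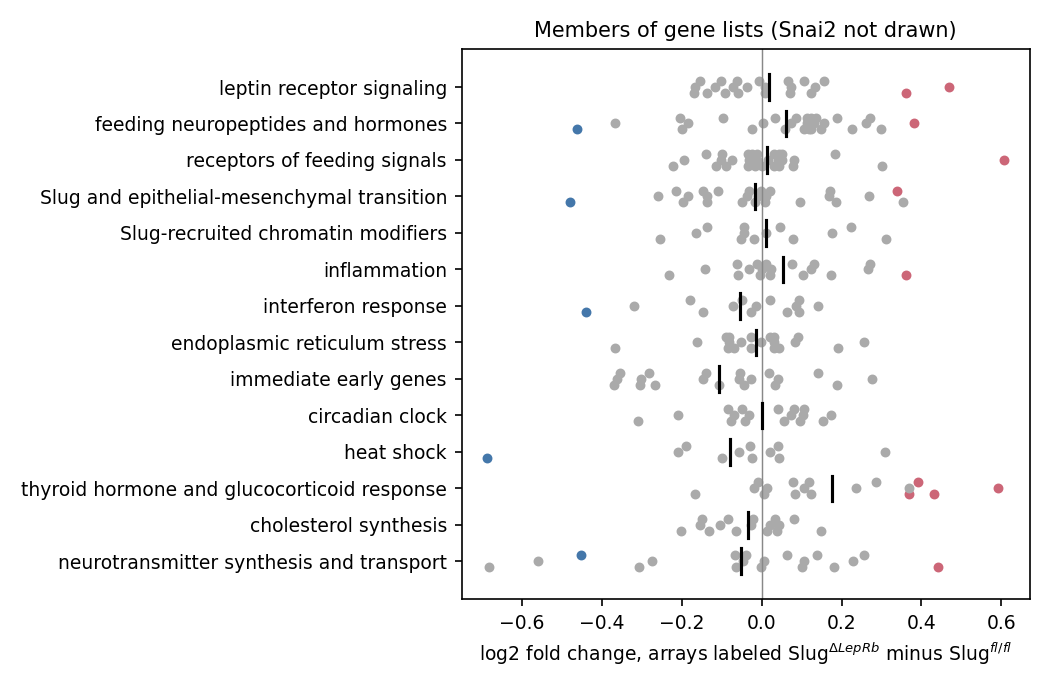
Log2 fold change of each measured member of 14 gene lists, 3 arrays against 3. Red and blue points are members higher or lower at the paper's threshold, gray points are not past it, and the black bar is the mean of the members drawn. *Snai2* is not drawn. Every list has members on both sides of 0.

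The Ingenuity analysis of the paper was not run here, and the lists above are not its pathways.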

Interestingly, LepRb expression was substantially upregulated in *Slug^ΔLepRb^* mice (Supplemental Figure 5, A and B). 

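*Lepr*, the leptin receptor gene on chromosome 4, had log2 values of 4.04, 3.72, and 3.96 in the arrays labeled *Slug fl/fl* and of 4.55, 4.16, and 4.42 in those labeled *Slug ΔLepRb*. The means were 3.91 ± 0.16 (SD, n = 3) and 4.37 ± 0.20 (SD, n = 3), a 1.38-fold difference. The log2 fold change was 0.47 (SE 0.13, 95% confidence interval 0.18 to 0.76). The difference was larger than the spread within each group, and every array labeled *Slug ΔLepRb* was above every array labeled *Slug fl/fl* (two-sided exact permutation test, p = 0.10, the smallest that 3 arrays against 3 allow). In limma the unadjusted p was 0.0050, past the paper's threshold, and the adjusted p over all genes was 0.74. The mean of *Lepr* lay under the median of all genes, 4.18, in the arrays labeled *Slug fl/fl* and above it in the others. *Lepr* was not tested with dim genes left out. *Leprot*, which overlaps the start of *Lepr* and shares its promoter region, was 6.35 ± 0.11 and 6.36 ± 0.05 (SD, n = 3 each), with a log2 fold change of 0.01 (SE 0.10). *Lep*, the gene of leptin, was 2.04 and 1.99, under the median of all genes in both groups.

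**Figure D4:**
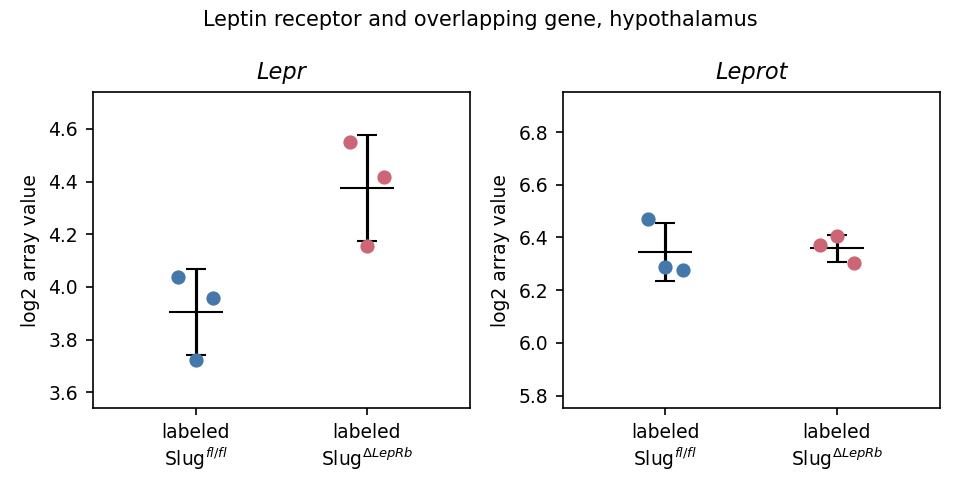
*Lepr* and *Leprot* log2 array values in the hypothalamus, on axes of equal span. Each point is 1 array, and the bars are the mean and SD of 3 arrays. The *Lepr* values of the 2 groups do not overlap, and those of *Leprot* do.

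The table has 1 row for *Lepr*, which does not tell LepRb from the short forms of the receptor. The groups also differ in the *Cre* knockin at this gene, and the direction is given as the arrays are labeled, which the *Snai2* row does not settle. From the arrays the paper states that LepRb expression was upregulated in *Slug ΔLepRb* mice. It then measures *LepRb* mRNA by qPCR in mice of both genotypes, on HFD and on chow. It also reports lower *LepRb* mRNA after overexpression of Slug, where both groups carried *Cre*, and promoter reporter and ChIP assays.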

By quantitative PCR (qPCR), we confirmed that hypothalamic *LepRb* mRNA levels were significantly higher in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice that had been on a HFD for 15 weeks (Supplemental Figure 6A). To exclude body-weight influence on LepRb expression, we measured LepRb abundance in *Slug^ΔLepRb^* and *Slug^fl/fl^* mice on chow diet at 8 weeks of age, when their body weights were similar (Supplemental Figure 4B). Hypothalamic *LepRb* mRNA levels were still significantly higher in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice (Figure 7G). To determine whether LepRb^+^ neuron-specific overexpression of Slug inhibits LepRb expression, we bilaterally microinjected AAV-CAG-DIO-Slug or AAV-CAG-DIO-mCherry vectors into the MBH of *Slug^ΔLepRb^* (i.e., *Slug^fl/fl^;LepRb-Cre^+/–^*) mice at 9 weeks of age on a chow diet and isolated the hypothalamus 2 weeks later. Body weight was comparable between CAG-DIO-Slug/*Slug^ΔLepRb^* and CAG-DIO-mCherry/*Slug^ΔLepRb^* mice (Supplemental Figure 4D), but hypothalamic-*LepRb* mRNA levels were significantly lower in CAG-DIO-Slug/*Slug^ΔLepRb^* mice with MBH LepRb^+^ neuron–specific overexpression of Slug (Figure 7H).

We noticed that both mouse and human *LepR* promoters contain putative Slug response elements in the form of E2 boxes (Supplemental Figure 6B). To test whether Slug directly represses the *LepR* promoter, we constructed mouse *LepR*–promoter luciferase-reporter plasmids and cotransfected the reporter plasmids with Slug plasmids into the hypothalamic cell line GT1-7. Slug dose-dependently suppressed *LepR*-promoter luciferase activity (Figure 7I). To test if Slug directly binds to the *LepR* promoter, we isolated the hypothalamus from WT (i.e., *Slug^+/+^*) and whole-body *Slug* knockout (i.e., *Slug^–/–^*, negative control) mice and performed ChIP-qPCR assays. *Slug^+/+^* and *Slug^–/–^* mice were fed a HFD for 14–16 weeks to increase Slug expression in *Slug^+/+^* mice. *Slug^–/–^* mice, like *Slug^ΔLepRb^* mice, were resistant to HFD-induced obesity (*Slug^+/+^*: 35.9 ± 1.13 g, n = 12; *Slug^–/–^*: 24.26 ± 0.39 g, n = 10, *P* < 0.05). We detected an abundant occupancy of hypothalamic Slug on the *LepR* promoter in *Slug^+/+^* but not *Slug^–/–^* mice (Figure 7J).

Slug has been known to regulate histone modifications in target promoters and enhancers (13), prompting us to assess histone 3 lysine-27 dimethylation (H3K27me2), H3K27 trimethylation (H3K27me3), and H3K27 acetylation (H3K27ac) in the *LepR* promoter. We placed *Slug^+/+^* and *Slug^–/–^* male mice on a HFD for 14–16 weeks, increasing hypothalamic Slug expression, and isolated the hypothalamus for ChIP-qPCR. Remarkably, *LepR* promoter H3K27me2 and H3K27me3 levels, which are repressive epigenetic marks, were significantly lower, while H3K27ac levels, which is an active epigenetic mark, were significantly higher in *Slug^–/–^* mice relative to *Slug^+/+^* mice (Figure 7K). Taken together, these results suggest that Slug directly bound to the *LepRb* promoter and epigenetically repressed LepRb expression, leading to leptin resistance.

Given that hypothalamic Slug is upregulated in obesity, we postulated that aberrant Slug might increase *LepR* promoter H3K27me2/3 levels in diet-induced obesity. We placed C57BL/6J male mice on a HFD for 10 weeks and measured H3K27me2/3 levels in the hypothalamus. *LepRb* promoter H3K27 methylations were significantly higher in HFD-fed than in chow-fed mice (Supplemental Figure 6C). HFD feeding has been reported to decrease hypothalamic LepRb expression in both mice and rats (7–9, 18). We confirmed that MBH LepR expression was lower in HFD-fed mice than in chow-fed mice (Supplemental Figure 6D). Collectively, these results suggest that Slug epigenetically suppressed *LepRb* expression, contributing to leptin resistance and obesity (Supplemental Figure 7).

## Discussion

In this study, we uncovered — as far as we know — a previously unrecognized obesity-prone action of Slug in hypothalamic neurons, particularly LepRb^+^ neurons, and provided multiple lines of genetic and physiological evidence to establish a pivotal role of hypothalamic Slug in the control of body weight and metabolism. We found that both male and female *Slug^ΔLepRb^* mice with a LepRb^+^ cell–specific deletion of *Slug* were profoundly resistant to HFD-induced, as well as age-associated, obesity, insulin resistance, glucose intolerance, and NAFLD. *Slug^ΔLepRb^* mice ate less than *Slug^fl/fl^* mice, which explains the obesity-resistant phenotype. *Slug^ΔLepRb^* mice resisted BAT whitening and maintained BAT thermogenesis on a HFD, and they recruited more beige adipocytes than *Slug^fl/fl^* mice upon cold exposure. Body core temperature was higher and cold tolerance was improved in *Slug^ΔLepRb^* mice relative to *Slug^fl/fl^* mice. Consistently, whole body energy expenditure, as assessed by O_2_ consumption and CO_2_ production and normalized to lean mass, was higher in *Slug^ΔLepRb^* mice. These observations unveil what we believe to be a previously unrecognized LepRb-neuron Slug/sympathetic nerve/adipose-thermogenesis axis. To directly demonstrate the proobesity action of hypothalamic LepRb-neuron Slug, we generated Cre-dependent, neuron-specific AAV-hSyn-DIO-Slug vectors, and showed that MBH LepRb^+^ neuron–specific overexpression of Slug was sufficient to induce obesity, glucose intolerance, insulin resistance, and NAFLD in mice on a chow diet. We confirmed these findings using a distinct Cre-dependent AAV-CAG-DIO-Slug vector. We observed that HFD feeding not only increased hypothalamic Slug expression but also promoted a conversion of hypothalamic Slug^–^ neurons to Slug^+^ neurons. We therefore consider aberrant upregulation of hypothalamic Slug as a previously unrecognized causal factor for obesity and metabolic disease.

Leptin resistance has been well documented to drive obesity progression. We found that LepRb^+^ neuron-intrinsic Slug directly induced leptin resistance. Plasma leptin levels were markedly lower in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice both before and after body weight divergence. Leptin stimulation increased hypothalamic-Stat3 phosphorylation and body-weight loss to a significantly higher level in *Slug^ΔLepRb^* than in *Slug^fl/fl^* mice on chow diet at 8–9 weeks of age, when their body weights were similar. This indicates that leptin resistance was a causal factor for, rather than a consequence of, obesity in these models. Conversely, MBH LepRb^+^ neuron-specific overexpression of Slug blunted the ability of leptin to stimulate hypothalamic-Stat3 phosphorylation and to decrease body weight. We propose that Slug-induced leptin resistance in the hypothalamus is a causal factor for obesity and its associated disorders (Supplemental Figure 7). However, these data do not exclude the possibility that Slug may induce obesity by additional mechanisms.

We demonstrated that Slug induced leptin resistance by epigenetically repressing *LepRb* transcription. We confirmed the previous reports that hypothalamic LepRb expression is decreased in diet-induced obesity (7–9, 18). It is not unexpected that reduced LepRb expression results in leptin resistance and obesity. In line with this notion, *db/+* mice with haploinsufficiency of LepRb, in certain genetic backgrounds, are prone to diet-induced obesity and metabolic disorders (19, 20). Neuronal restoration of LepRb in *db/db* mice dose-dependently reverses obesity, metabolic disorders, and fertility dysfunctions (21). Increased expression of hypothalamic LepRb is linked to resistance to diet-induced obesity and infertility in female mice (22). Notably, both mouse and human *LepRb* promoters contain putative Slug binding sites, and we verified that Slug directly bound to the *LepRb* promoter in the hypothalamus using ChIP. In cell culture, Slug directly repressed *LepRb* promoter activity. In mice, LepRb^+^ neuron-specific ablation of Slug increased — whereas MBH LepRb^+^ neuron-specific overexpression of Slug decreased — *LepRb* expression in the hypothalamus. These findings indicate that LepRb^+^ neuron-intrinsic Slug directly suppressed LepRb expression in vitro and in vivo. At the chromatin level, *Slug* deficiency decreased H3K27me2 and H3K27me3 levels, which are repressive epigenetic marks, while increasing H3K27ac levels, which is an active epigenetic mark, in the hypothalamus. Consistent with this finding, hypothalamic *LepRb* promoter H3K27me2 and H3K27me3 levels were increased in HFD-fed mice, correlated with upregulation of hypothalamic Slug. In line with these observations, Slug has been reported to bind to and recruit multiple histone methyltransferases and/or demethylases (10, 13). Based on these findings, we propose that obesogenic factors upregulate Slug in the hypothalamus. Slug recruits epigenetic modifiers to induce repressive epigenetic modifications on the *LepRb* promoter/enhancer, resulting in suppression of LepRb expression, leptin resistance, and obesity (Supplemental Figure 7). It is likely that Slug may have additional epigenetic targets involved in leptin resistance and obesity, such as positive regulators, like Sh2b1, and negative regulators, like SOCS3 and PTP1b, of LepRb signaling. Sh2b1 directly binds to JAK2 and enhances leptin action (3, 23). In contrast, SOCS3 and PTP1b inhibit LepRb signaling and induce leptin resistance (24–29). Hypothalamic Slug–elicited epigenetic reprogramming may act in concert with Sh2b1, SOCS3, PTP1b, and additional regulators to promote leptin resistance and obesity.

There are limitations in this study. Slug-associated epigenetic modifiers mediating *LepRb*-promoter histone modifications remain elusive. A cause-effect relationship between *LepRb*-promoter histone modifications and leptin resistance needs to be further confirmed. Contribution of Slug-based epigenetic reprogramming of leptin pathways to obesity needs to be quantified. Signaling pathways coupling obesogenic factors to Slug upregulation remain to be identified. HFD feeding was reported to increase, rather than decrease, LepRb expression in some hypothalamic areas (30), and the underlying mechanisms for the opposing actions of HFD on LepRb expression remain unknown. Nonetheless, this work has defined what we believe to be a new Slug-elicited epigenetic-reprogramming paradigm in the hypothalamus and laid a foundation for future studies to address these questions.

## Methods

### Animals.

*Slug^fl/fl^* and *LepRb-Cre* — *Cre* knockin in the *LepRb* 3′-UTR — mice (C57BL/6 background) were characterized previously (13, 16). *Slug^fl/fl^* mice were crossed with *LepRb-Cre* mice to generate *Slug^ΔLepRb^* mice — *Slug^fl/fl^;Cre^+/+^*. Because Cre expression is insufficient in *LepRb-Cre^+/–^* mice to delete the target genes, we generated homozygous *LepRb-Cre^+/+^* to delete *Slug* following the previously established protocols (31). We report that homozygous *LepRb-Cre^+/+^* mice are normal, and their body weight is that of WT mice (3). Mice were housed on a 12-hour light/12-hour dark cycle at an ambient temperature of 25^0^C and fed ad libitum a normal chow diet with 9% fat (TestDiet) or a HFD with 60% fat (Research Diets).

### AAV-hSyn-DIO-Slug and AAV-CAG-DIO-Slug vectors and hypothalamic LepRb^+^ neuron-specific overexpression of Slug.

The *Slug* cDNA sequences were flanked by 2 identical loxp sites at its 5′ and the 3′ ends in a head-to-head orientation. The DIO *Slug* cDNA was inserted into the 3’ end of the hSyn promoter (AAV-hSyn-DIO-Slug) or the CAG promoter (AAV-CAG-DIO-Slug) (Supplemental Figure 3, A and D). Cre is required for expression of recombinant Slug by inverting *Slug* cDNA orientation. To generate mice with hypothalamic LepRb^+^ neuron-specific overexpression of Slug, 8-week-old *Slug^ΔLepRb^* (*Slug^fl/fl^;Cre^+/+^*) and *Slug^fl/fl^* (control) male mice were isoflurane-anesthetized and mounted on an Ultra Precise Small Animal Stereotaxic Alignment System (David KOPF Instruments). A small opening was made in the skull. AAV-hSyn-DIO-Slug or AAV-hSyn-DIO-mCherry vectors (0.5 μL were bilaterally injected into the MBH (–1.5 mm anterior-posterior ± 0.4 mm medial-lateral and –5.8 dorsal-ventral) using UltraMicroPumps with SYS-Micro4 Controller (UMP3-2, World Precision Instruments Inc.). In a separate cohort, 9-week-old male *Slug^ΔLepRb^* (*Slug^fl/fl^;Cre^+/–^*) mice were bilaterally microinjected with AAV-CAG-DIO-Slug or AAV-CAG-DIO-mCherry vectors into the MBH. AAV-transduced mice were placed on a chow diet and subjected to various tests as described in the figure legends.

### Leptin stimulation of weight loss.

Mice were i.p. injected with leptin (0.25 mg/kg body weight) twice — once at 6 pm and again at 12 am — daily for 3–4 days, and body weight was recorded.

### Cold-tolerance test.

Empty cages with no bedding materials were precooled at 4°C in a rodent environmental chamber (RIS33SD, Innovative Solutions). Mice were fasted overnight, transferred to the precooled cage, and housed individually. They had free access to water, but there was no food for them during the cold-exposure experiment. Core body temperature was measured hourly via the rectum.

### Plasma insulin and leptin measurement, GTT, and ITT.

Blood samples were collected from tail veins. Plasma insulin and leptin were measured using insulin and leptin ELISA kits (Crystal Chem), respectively. For GTT, mice were fasted overnight and i.p. injected with glucose (2 g/kg body weight), and blood glucose was measured 0, 15, 30, 60, and 120 minutes after injection. For ITT, mice were fasted for 6 hours and i.p. injected with insulin (0.75 U/kg).

### Fat content and energy expenditure.

Fat content and lean body mass (normalized to body weight) were measured using a dual-energy X-ray absorptiometry pDexa (Norland Stratec). Energy expenditure was measured by indirect calorimetry using the Windows Oxymax Equal Flow System (Columbus Instruments). Volume of O_2_ consumption (VO_2_) and volume of CO_2_ production (VCO_2_) were normalized to body lean mass. Additionally, ANCOVA analysis was performed following instructions by the National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK) Mouse Metabolic Phenotyping Centers (www.MMPC.org/shared/regression.aspx). Data were analyzed using linear regression analysis to assess the impact of covariates on energy expenditure. Average VO_2_ and VCO_2_ values were used for ANCOVA, and either lean mass or body weight were set as covariates.

### Liver TAG levels.

Liver samples were homogenized in 1% acetic acid and extracted by chloroform-methanol (2:1). The organic phase was dried by evaporation and dissolved in isopropanol. TAG levels were measured using a TAG assay kit (Pointe Scientific Inc.) and normalized to liver weight.

### Immunostaining and RNAscope fluorescence assays.

Frozen brain, BAT, and liver sections were cut using Leica cryostat (Leica Biosystems Nussloch GmbH), and immunostained with appropriate antibodies (Supplemental Table 1). H&E staining of WAT and liver samples was performed on paraffin sections. RNAscope fluorescence assays were performed by the In Situ Hybridization Lab, Microscopy, Imaging, and Cellular Physiology Core, Michigan Diabetes Research Center. Slug probes hybridized the target *Slug* mRNA sequences that were deleted in *Slug^ΔLepRb^* mice. Hypothalamic frozen sections were prepared and used for RNAscope fluorescence assays following manufacturer’s instructions and using LepR probes, Slug probes, and RNAscope multiplex fluorescence detection reagents V2 kits (Advanced Cell Diagnostics Inc. [ACD]). Images were obtained using BX51 Microscope coupled with a DP72 digital camera (Olympus).

### Immunoprecipitation and immunoblotting.

Tissues or cell cultures were homogenized in ice-cold lysis buffer (50 mM Tris HCl, pH 7.5, 0.5% Nonidet P-40, 150 mM NaCl, 2 mM EGTA, 1 mM Na_3_VO_4_, 100 mM NaF, 10 mM Na_4_P_2_O_7_, 1 mM phenylmethylsulfonyl fluoride, 10 μg/ml aprotinin, 10 μg/mL leupeptin). Tissue or cell extracts were immunoprecipitated and immunoblotted with appropriate antibodies (Supplemental Table 1).

### ChIP.

Hypothalamic or cell culture samples were treated with 1% formaldehyde for 10 minutes. Genomic DNA was extracted and sheared to 200–500 bp fragments using a sonicator (QSONICA). DNA-protein complexes were immunoprecipitated with the appropriate antibodies (Supplemental Table 1). Crosslinking was reversed by heating at 65^°^C for 4 hours. DNA was recovered using commercial kits or chemical purifications and used for qPCR analysis using *LepR* 5′- and 3′-primers (Supplemental Table 2).

### qPCR.

Total RNAs were extracted from cells, tissues, and ChIP supernatant samples using TRIzol reagent (Invitrogen). The first-strand cDNAs were synthesized using random primers and M-MLV reverse transcriptase (Promega). qPCR was performed using Radiant SYBR Green 2X Lo-ROX qPCR Kits (Alkali Scientific), a StepOnePlus RT PCR Systems (Life Technologies Corporation), and appropriate primers (Supplemental Table 2).

### Affymetrix microarray analysis.

The hypothalamus was isolated from *Slug^ΔLepRb^* and *Slug^fl/fl^* males at 10 weeks of age. Total hypothalamic RNAs were extracted and analyzed using Affymetrix GeneChips (the University of Michigan DNA sequencing core). Variable transcripts were analyzed using Ingenuity Pathway Analysis (QIAGEN). The GeneChips data sets were deposited in Gene Expression Omnibus (GEO) (GSE217748).

### LepR luciferase reporter assays.

The mouse *LepR* promoter (from –863 to +111) was isolated by PCR and inserted into pGL3 vectors. GT1-7 cells, provided by Malcolm J. Low (University of Michigan, Ann Arbor, Michigan, USA) were grown in DMEM containing 5 mM glucose and 10% FBS at 5% CO_2_ and 37°C. GT1-7 cells were transiently cotransfected with *pGL3-LepR* luciferase reporter plasmids and appropriate other expression vectors, using polyethylenimine (Sigma-Aldrich). Luciferase activity was measured 48 hours after transfection using a kit (Promega) and normalized to β-gal internal control.

### Data availability.

The authors declare that the data supporting the findings of this study are available within the article and supplemental files.

### Statistics.

Data were presented as mean ± SEM. Differences between 2 groups were analyzed by 2-tailed Student’s *t* test. Comparisons between more than 2 groups or variables were analyzed by 1-way or 2-way ANOVA and/or Tukey’s post hoc test using GraphPad Prism 8. A *P* value of less than 0.05 was considered significant.

### Study approval.

Animal research complied with all relevant ethnic regulations. Animal experiments were conducted following the protocols approved by the University of Michigan IACUC.

## Author contributions

MHK, YL, QZ, and LJ conducted experiments; MHK and LR designed experiments and wrote the manuscript; and MHK, MGM, WW, and LR edited the manuscript.

## Supplementary Material

Supplemental data

Supplemental data set 1

## Figures and Tables

**Figure 1:**
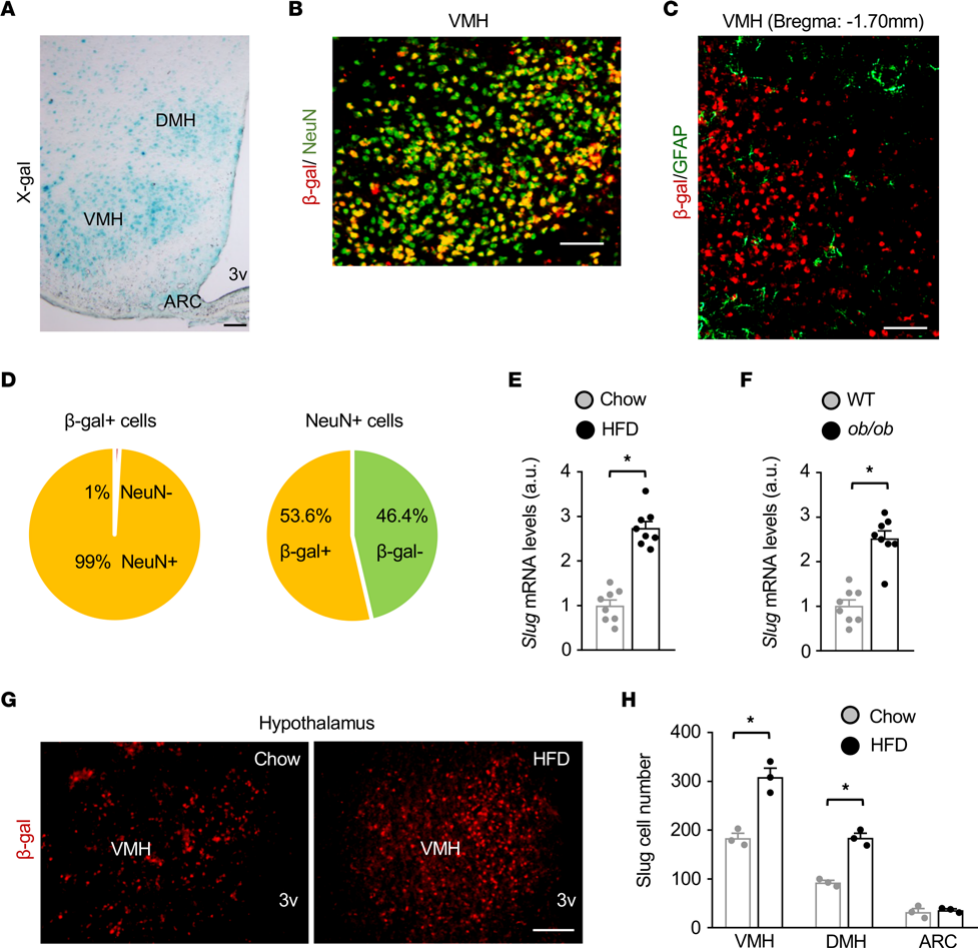
Hypothalamic Slug is upregulated in obesity. (**A**) Representative X-gal staining of *Slug^LacZ/+^* mouse hypothalamic sections (n = 7 mice). (**B** and **C**) Representative hypothalamic images (n = 3 mice per group). Hypothalamic sections were prepared from *Slug^LacZ/+^* mice and coimmunostained with antibodies to β-gal, NeuN, and GFAP as indicated. (**D**) VMH cell subpopulations were counted (n = 3 mice). (**E**) Hypothalamic *Slug* mRNA levels (normalized to 36B4 expression) in C57BL/6J male mice on a HFD for 15 weeks (n = 8 mice per group). a.u., arbitrary units. (**F**) Hypothalamic *Slug* mRNA levels in WT and *ob/ob* male mice at 14 weeks of age (n = 8 mice per group). (**G** and **H**) Hypothalamic sections were prepared from *Slug^LacZ/+^* male mice (HFD for 3 weeks) and stained with anti–β-gal antibody. β-gal neurons in the VMH, DMH, and ARC were counted (n = 3 mice per group). Data are presented as mean ± SEM. *P < 0.05, 2-tailed unpaired Student’s *t* test.

**Figure 2:**
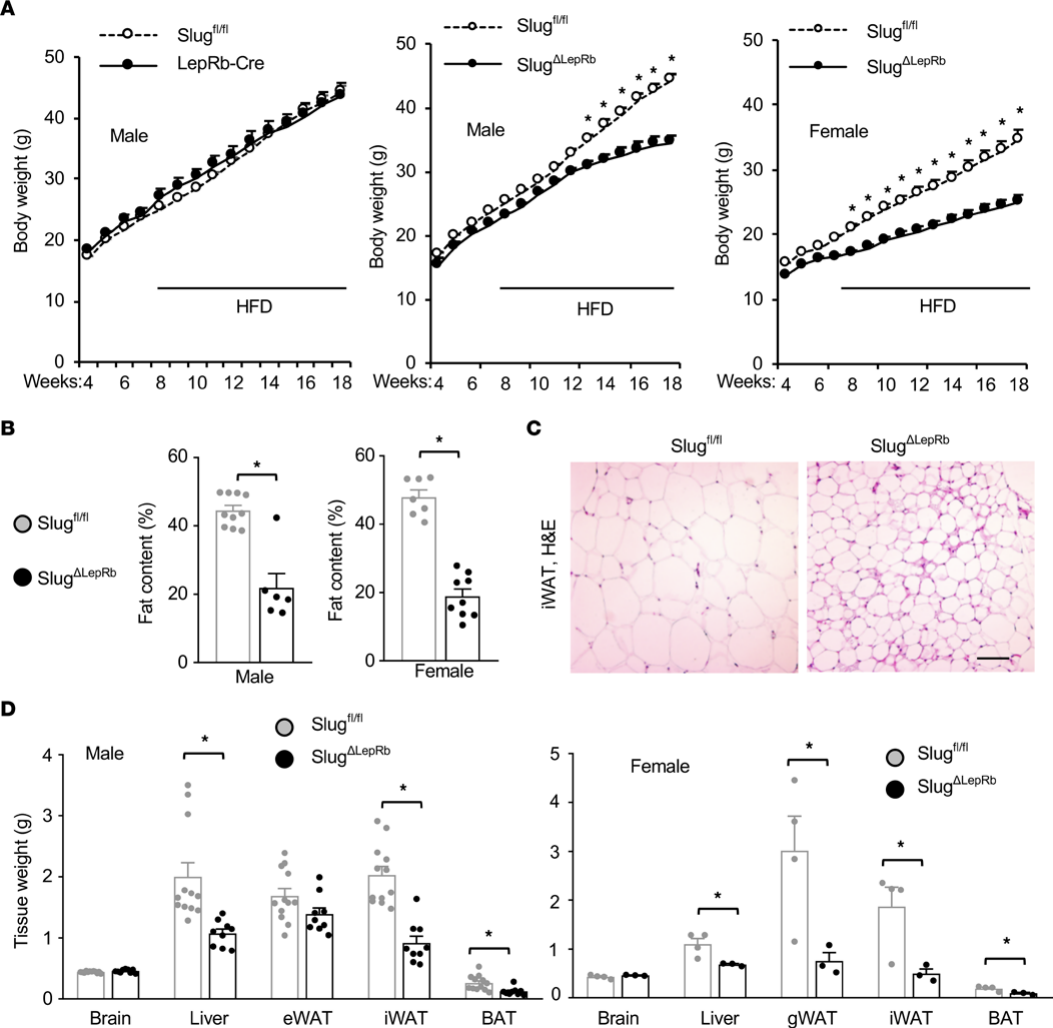
LepRb cell-specific ablation of Slug protects against HFD-induced obesity. (**A**) Growth curves. Left: *Slug^fl/fl^*, n = 24; *LepRb-Cre*, n = 8. Middle: *Slug^fl/fl^*, n = 24; *Slug^ΔLepRb^*, n = 15. Right: *Slug^fl/fl^*, n = 15; *Slug^ΔLepRb^*, n = 13. (**B**) Fat content (% body weight, HFD for 12 weeks). Male *Slug^fl/fl^*, n = 10; male *Slug^ΔLepRb^*, n = 6; female *Slug^fl/fl^*, n = 7; female *Slug^ΔLepRb^*, n = 9. (**C**) Representative H&E staining of male iWAT sections (HFD for 13 weeks, n = 3 mice per genotype). Scale bar: 200 μm. (**D**) Tissue weight (HFD for 13 weeks). Male *Slug^fl/fl^*, n = 12; male *Slug^ΔLepRb^*, n = 9; female *Slug^fl/fl^*, n = 4; female *Slug^ΔLepRb^*, n = 3. Data are presented as mean ± SEM. *P < 0.05, 2-way ANOVA (**A**) and 2-tailed unpaired Student’s *t* test (**B** and **D**).

**Figure 3:**
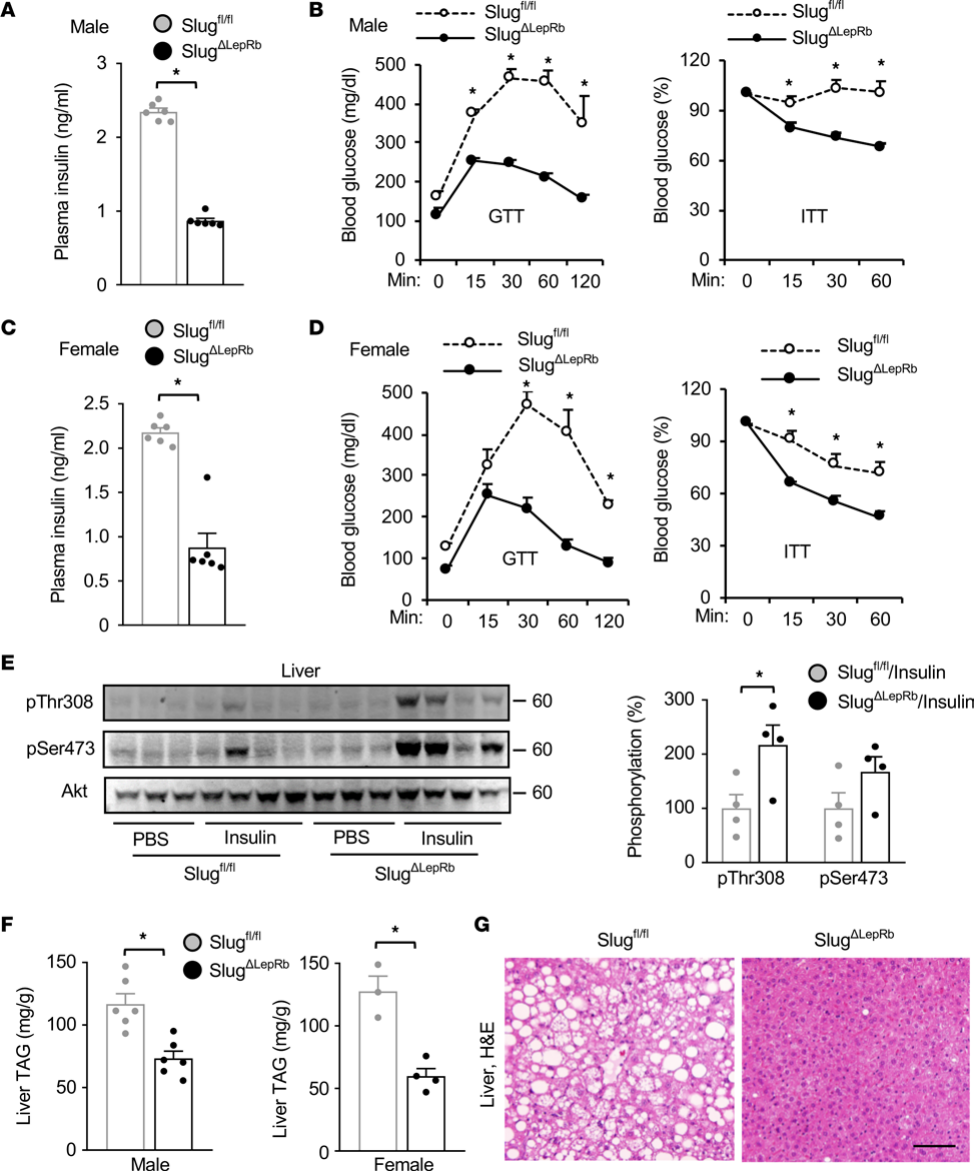
LepRb cell–specific ablation of Slug protects against HFD-induced type 2 diabetes and NAFLD. (**A**) Male overnight-fasted plasma insulin levels (HFD for 10 weeks). *Slug^fl/fl^*, n = 6; *Slug^ΔLepRb^*, n = 6. (**B**) Male GTT and ITT (HFD for 13 weeks). *Slug^fl/fl^*, n = 4; *Slug^ΔLepRb^*, n=5. (**C**) Female overnight-fasted plasma insulin levels (HFD for 10 weeks). *Slug^fl/fl^*, n = 6; *Slug^ΔLepRb^*, n = 6. (**D**) Female GTT and ITT (HFD for 12 weeks). *Slug^fl/fl^*, n = 3; *Slug^ΔLepRb^*, n = 4. (**E**) *Slug^fl/fl^* and *Slug^ΔLepRb^* males (HFD for 13 weeks) were fasted overnight and treated with PBS (n = 3) or insulin (n = 4). Liver extracts were immunoblotted with antibodies to phospho-Akt and Akt. Phospho-Akt was normalized to Akt. (**F**) Liver TAG levels (normalized to liver weight; HFD for 13 weeks). Male *Slug^fl/fl^*, n = 6; male *Slug^ΔLepRb^*, n = 6; female *Slug^fl/fl^*, n = 3; female *Slug^ΔLepRb^*, n = 4. (**G**) Representative H&E staining of male liver sections (HFD for 13 weeks, n = 4 mice per group). Scale bar: 200 μm. Data are presented as mean ± SEM. *P < 0.05, 2-tailed unpaired Student’s *t* test (**A**, **C**, **E**, and **F**) and 2-way ANOVA (**B** and **D**).

**Figure 4:**
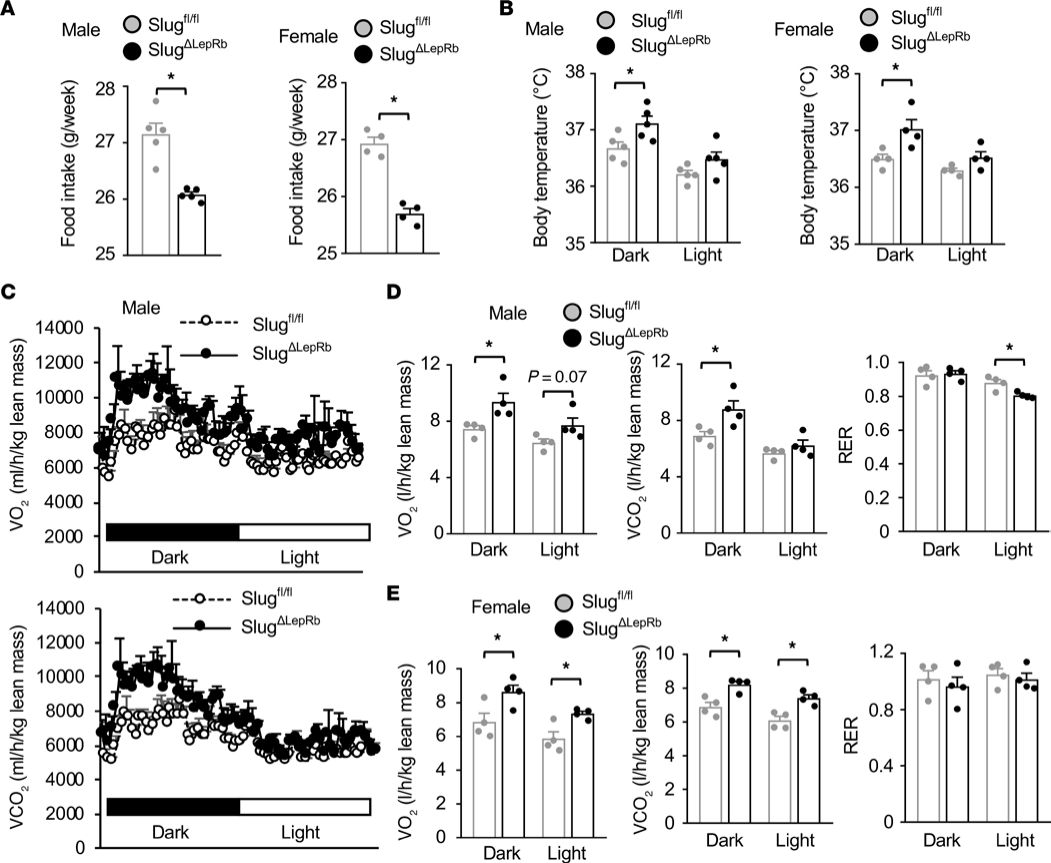
Slug deficiency in LepRb cells induces energy imbalance. Mice were fed a chow diet. (**A**) Food intake at 9 weeks of age. Male *Slug^fl/fl^*, n = 5; male *Slug^ΔLepRb^*, n = 5; female *Slug^fl/fl^*, n = 4; female *Slug^ΔLepRb^*, n = 4. (**B**) Body core temperatures at 9–10 weeks of age. Male *Slug^fl/fl^*, n = 5; male *Slug^ΔLepRb^*, n = 5; female *Slug^fl/fl^*, n = 4; female *Slug^ΔLepRb^*, n = 4. (**C–E**) O_2_ consumption, CO_2_ production (normalized to lean mass), and respiratory exchange ratio (RER) at 9 weeks of age (n = 4 mice per group). Data are presented as mean ± SEM. *P < 0.05, 2-tailed unpaired Student’s *t* test.

**Figure 5:**
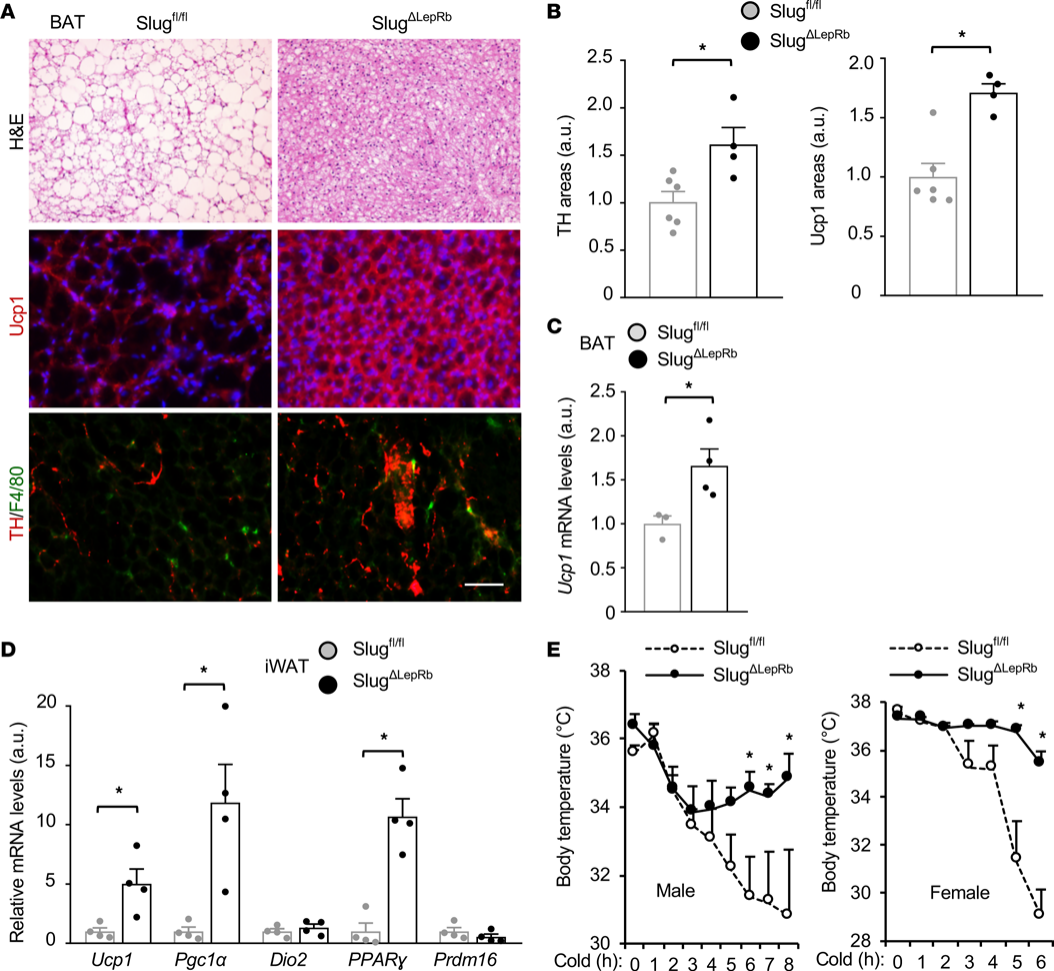
Slug deficiency in LepRb cells enhances adipose thermogenesis. (**A**) Representative BAT images (n = 4 mice per group). BAT sections were stained with H&E (HFD for 15 weeks) or antibodies to Ucp1 and TH (HFD for 12 weeks). Scale bar: 200 μm. (**B**) Ucp1 and TH areas were quantified and normalized to total areas. *Slug^fl/fl^*, n = 6; *Slug^ΔLepRb^*, n = 4. a.u., arbitrary units. (**C**) Male BAT *Ucp1* mRNA levels (normalized to 36B4 expression, HFD for 12 weeks). *Slug^fl/fl^*, n = 3; *Slug^ΔLepRb^*, n = 4. (**D**) Gene expression in iWAT (normalized to 36B4 levels). Male mice (10 weeks) were exposed to cold (8°C for 2 hours) daily for 5 days. *Slug^fl/fl^*, n = 4; *Slug^ΔLepRb^*, n = 4. (**E**) Cold tolerance test at 19 weeks of age on chow diet. Male *Slug^fl/fl^*, n = 4; male *Slug^ΔLepRb^*, n = 4; female *Slug^fl/fl^*, n = 4; female *Slug^ΔLepRb^*, n = 5. Data are presented as mean ± SEM. *P < 0.05, 2-tailed unpaired Student’s *t* test (**B–D**) and 2-way ANOVA (**E**).

**Figure 6:**
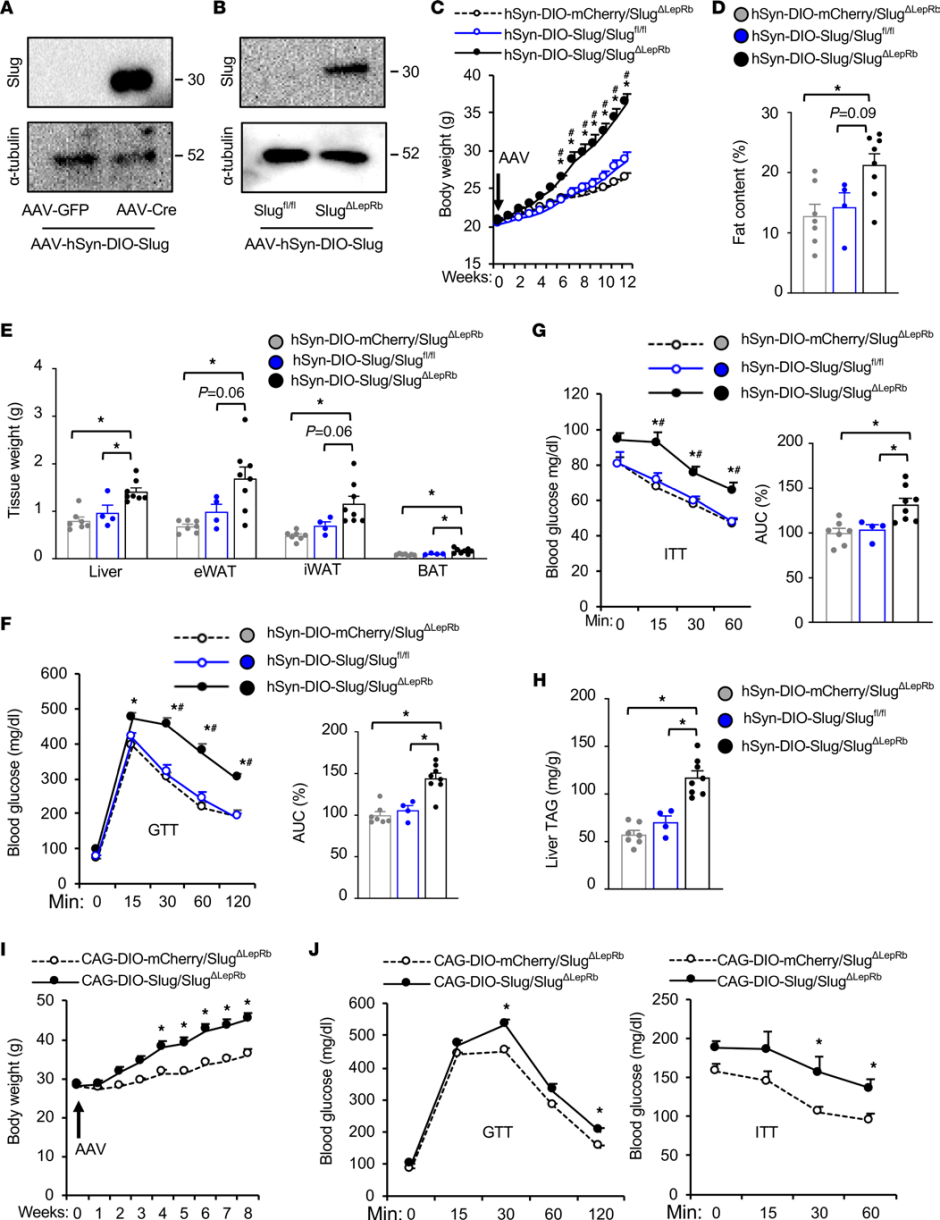
Hypothalamic LepRb neuron–specific overexpression of Slug induces obesity. (**A**) AAV-hSyn-DIO-Slug vectors were coinjected with either AAV-CAG-GFP or AAV-CAG-Cre vectors into the brains of C57BL/6J mice. Brain extracts were prepared 3 weeks later and immunoblotted with antibodies against Slug or α-tubulin. (**B–H**) AAV-hSyn-DIO-Slug or AAV-hSyn-DIO-mCherry vectors were bilaterally microinjected into the MBH of *Slug^ΔLepRb^* (*Slug^fl/fl^;LepRb-Cre^+/+^*) males (8 weeks, on chow diet). *Slug^fl/fl^* males (lacking *Cre*) were injected with AAV-hSyn-DIO-Slug vectors (control). (**B**) Hypothalamic extracts were immunoblotted with antibodies against Slug or α-tubulin (12 weeks after AAV transduction). (**C**) Body weight. (**D**) Fat content at 12 weeks after AAV transduction (% body weight). (**E**) Tissue weight (12 weeks after AAV transduction). (**F** and **G**) GTT and ITT at 11 weeks after AAV transduction. (**H**) Liver TAG levels at 12 weeks after AAV transduction (normalized to liver weight). AAV-hSyn-DIO-Slug/ *Slug^ΔLepRb^*, n = 8; AAV-hSyn-DIO-mCherry/*Slug^ΔLepRb^*, n = 7; AAV-hSyn-DIO-Slug/*Slug^fl/fl^*, n = 4. (**I** and **J**) AAV-CAG-DIO-Slug or AAV-CAG-DIO-mCherry vectors were bilaterally microinjected into the MBH of *Slug^ΔLepRb^* (*Slug^fl/fl^;LepRb-Cre^+/–^*) male mice at 9 weeks of age on chow diet (n = 5 mice per group). (**I**) Body weight. (**J**) GTT (2 g glucose/kg) and ITT (1 unit insulin/kg) at 8 weeks after AAV transduction. Data are presented as mean ± SEM. *P < 0.05, 1-way (**D** and **E**, **F** [right panel], **G** [right panel], and **H**) and 2-way (**C**, **F** [left panel], **G** [left panel], **I**, and **J**) ANOVA.

**Figure 7:**
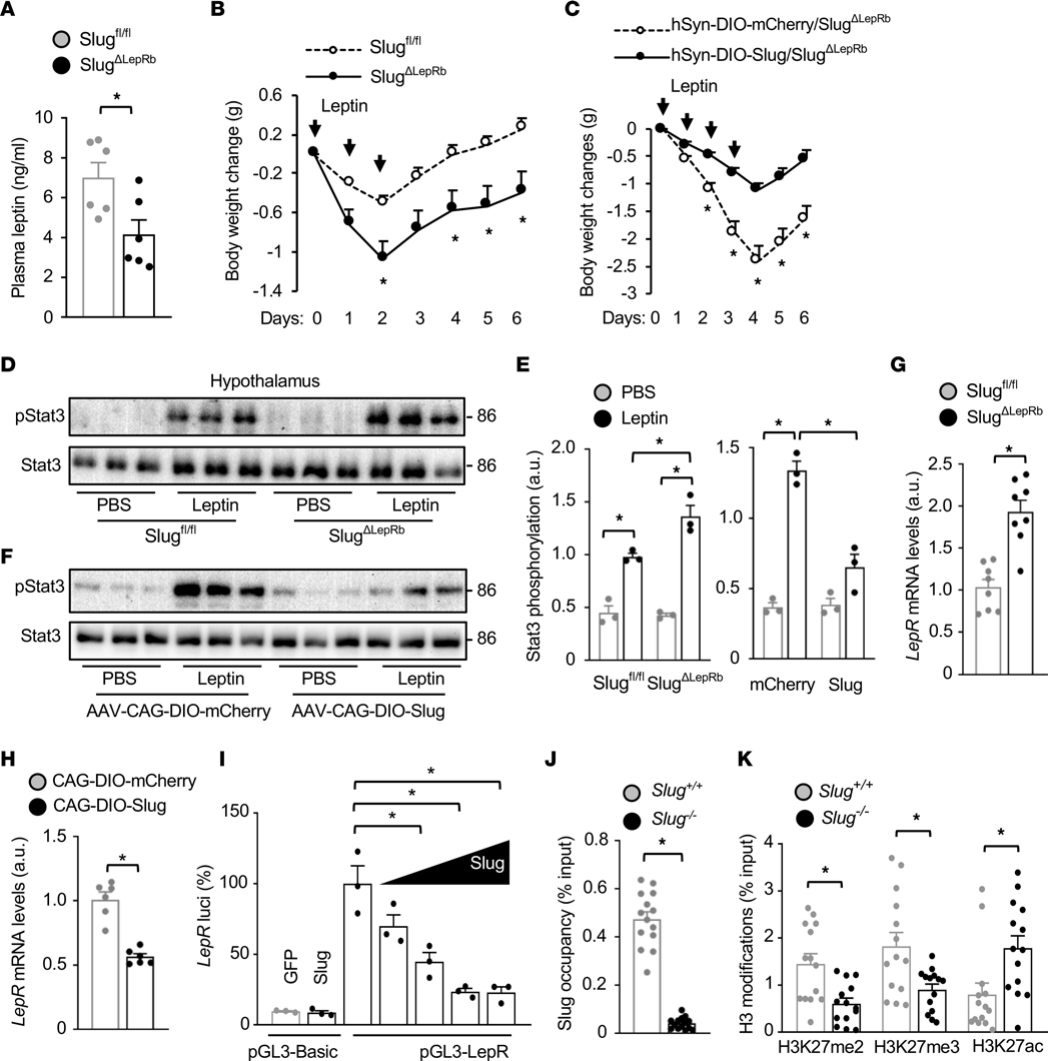
Slug directly suppresses LepRb expression and induces leptin resistance. (**A**) Male overnight-fasted plasma leptin levels (8 weeks old, chow diet, n = 6 mice per group). (**B**) Male mice (7 weeks old, chow diet) were treated with leptin for 3 days. Body weight changes were measured (n = 5 mice per group). (**C**) AAV-hSyn-DIO-Slug (n = 8) or AAV-hSyn-DIO-mCherry (n = 7) vectors were bilaterally microinjected into the MBH of *Slug^ΔLepRb^* male mice (*Slug^fl/fl^; LepRb-Cre^+/+^*) on a chow diet. Twelve weeks later, mice were treated with leptin and body weight changes were measured. (**D** and **E**) *Slug^fl/fl^* and *Slug^ΔLepRb^* males (8 weeks old, chow diet) were fasted overnight and treated with leptin (i.p., 1 mg/kg, 45 minutes). Hypothalamic extracts were immunoblotted with anti–phospho-Stat3 (pTyr705) and anti-Stat3 antibodies. Stat3 phosphorylation was normalized to Stat3 levels (n = 3 mice per group). a.u., arbitrary units. (**F**) AAV-CAG-DIO-Slug or AAV-CAG-DIO-mCherry vectors were bilaterally microinjected into the MBH of *Slug^ΔLepRb^* (*Slug^fl/fl^;LepRb-Cre^+/–^*) males (9 weeks old, on chow diet). Two weeks later, the mice were treated with leptin (i.p., 1.2 mg/kg, 45 minutes). Hypothalamic extracts were immunoblotted with anti–phospho-Stat3 and anti-Stat3 antibodies. Stat3 phosphorylation was normalized to Stat3 levels (**E**, n = 3 mice per group). (**G**) Male hypothalamic *LepR* mRNA levels (normalized to 36B4 levels, 8 weeks old, chow diet, n = 8 mice per group). (**H**) Hypothalamic *LepR* mRNA levels 2 weeks after AAV transduction (normalized to 36B4 levels, n = 6 mice per group). AAV-CAG-DIO-Slug or AAV-CAG-DIO-mCherry vectors were bilaterally microinjected into the MBH of *Slug^ΔLepRb^* (*Slug^fl/fl^;LepRb-Cre^+/–^*) male mice (9 weeks old, chow diet). (**I**) *LepR* promoter luciferase reporter activity (n = 3 per group). (**J** and **K**) Hypothalamic Slug occupancy on the *LepR* promoter (**J**) and hypothalamic *LepR* promoter H3K27me2, H3K3me3, and H3K27ac levels (**K**). *Slug^+/+^* (n = 14) and *Slug^–/–^* (n = 14) males were fed a HFD for 14–16 weeks. Data are presented as mean ± SEM. *P < 0.05, 2-tailed unpaired Student’s *t* test (**A**, **G**, **H**, **J**, and **K**), 1-way (**I**) and 2-way ANOVA (**B**, **C**, and **E**).

## Version 1 12/13/2022

In-Press Preview

## Version 2 02/15/2023

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

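Gene expression was measured in the hypothalamus of male mice on 6 Affymetrix whole-transcript GeneChips, 3 labeled *Slug fl/fl* and 3 labeled *Slug ΔLepRb* (*Slug fl/fl* with homozygous *LepRb-Cre*). The replicates are separate samples in the labels, which do not tie an array to a number of mice. The paper's age of 10 weeks was used, and the labels give 8 weeks. The labels also describe the *Cre* mice as a CreERT2 line, where the paper describes a *Cre* knockin in the *LepRb* 3′-UTR.

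The authors deposited 1 table of processed values with a row per probe set and a column per array, taken here as log2 values because they run from 0.90 to 12.43. The log base is inferred from this range. The submitters' processing notes name MAS5 without a role or version. The background correction, summarisation, normalization, and filters of the deposited table are not given in the sources used here. Scanner files were not used here, so no probe could be set against its background, and the number of arrays limits the precision.

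Of 24663 rows, 21925 had 1 gene symbol in the platform annotation, 818 had several, and 1920 were unnamed there. Rows with several symbols or none were left out of tests on genes. The Entrez identifiers of 21832 rows were found in the RefSeq gene table of the GRCm38.p6 assembly, which was used only for current and older symbols, chromosomes, and the order of neighboring genes. For genes with more than 1 row, the row with the highest mean over all 6 arrays was kept, which merged 418 rows and left 21507 genes. No pair of arrays was identical, and the correlation between arrays ranged from 0.991 to 0.993.

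The groups were compared with lmFit and eBayes in limma 3.58.1 (R 4.3.3) on the log2 values, without covariates. The paper's threshold was applied as an unadjusted p under 0.05 with a fold above 1.25 or a ratio under 0.75, and p-values were also adjusted by Benjamini-Hochberg. Single genes of leading interest were given an exact permutation test over the 6 arrays. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 33 lists, with an estimated correlation and fry as alternatives, and the share of called genes was compared by Fisher's exact test. The lists and the rule for naming genes were fixed before the data were examined. The lists are leptin receptor signaling, feeding neuropeptides and hormones, receptors of feeding signals, Slug and epithelial-mesenchymal transition, Slug-recruited chromatin modifiers, inflammation, interferon response, endoplasmic reticulum stress, immediate early genes, circadian clock, heat shock, thyroid hormone and glucocorticoid response, cholesterol synthesis, and neurotransmitter synthesis and transport. There are 16 further lists of cell types and neighboring tissues, and 3 taken by symbol pattern, namely ribosomal proteins, oxidative phosphorylation, and olfactory and vomeronasal receptors.

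The rule takes the genes of the leptin and Slug pathways that the paper names, and the 10 largest higher and 10 largest lower log2 fold changes past the paper's threshold. The latter needed groups that do not overlap and a mean in the higher group above the median of all genes, and excluded predicted and uncharacterized genes, small RNAs, and olfactory and vomeronasal receptors. It also takes up to 4 members with the smallest p of each list described.

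The fit was tested on simulated arrays for this comparison of 3 against 3, with 21507 genes of the real means. Genes were drawn independently of each other, with variances drawn from the prior of the fit, so correlation between genes is not simulated. Of 100 genes changed by 0.5 on the log2 scale, 88 passed the paper's threshold and 27 passed an adjusted p of 0.05. Of 100 changed by 1, 100 and 89 did. Among the unchanged genes, 314 passed the paper's threshold with limma, 146 with the methods' t-test, and 6 passed the adjusted p.

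Alternatives were the methods' 2-tailed Student's t-test, an intensity trend with a robust prior, quantile normalization, median centring, leaving out dim genes, the mean of rows per gene, array weights, the replicate number as a block, each array left out in turn, all rows of the table, a ratio of linear means, and a ratio under 0.8 for lower genes. The paper's Ingenuity analysis was not run, and its qPCR, immunoblots, chromatin measurements, and animal phenotypes were not analysed here.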

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

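The tests of explanations and the test by chromosome in this part were chosen after the results were seen, unlike the fold changes and their adjusted p. *Snai2*, the deleted gene, had the largest log2 fold change of the 21507 genes, 6.09, higher in the arrays labeled *Slug ΔLepRb*, a value that the paper's text does not give. A gain of the chromosome region is argued against by the 10 genes on each side of *Snai2*, whose median log2 fold change was 0.048 and highest 0.24. An exchange of the labels of both groups cannot be told apart from these 6 arrays, since the groups were 5.45 apart on the log2 scale with no array out of place, and by that reading 98.5% of the *Snai2* RNA of the whole hypothalamus would be absent in mice deleted in LepRb cells. The paper's *LepRb* qPCR was higher in *Slug ΔLepRb* mice, as *Lepr* was in the arrays as labeled. Its RNAscope of the deleted sequence had the direction opposite to *Snai2* in the arrays as labeled. Its immunoblot had endogenous Slug of the *Slug fl/fl* hypothalamus below detection (Figure 6B), where an exchange would put *Snai2* RNA at 10.17. That blot measured protein, in older mice injected with an AAV vector. It also showed recombinant Slug, above the endogenous level, in *Slug ΔLepRb* mice given a *Slug* vector. Whether any array held such tissue was not examined here. None of these measures settles the labels. A transcript of the recombined allele that lacks the deleted part is a candidate explanation under which the labels hold. By that reading the 68.2-fold rise in the whole hypothalamus would have to come from the LepRb cells alone. The 1 row for *Snai2* does not test this explanation, and no biological explanation was tested.

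Genes past the paper's threshold were concentrated on chromosome 17, which carries neither *Snai2* nor *Lepr*, with 43 of 1041 genes (4.13%, against 1.89% on the other chromosomes) and an odds ratio of 2.24 (two-sided Fisher's exact p = 6.5e-06, adjusted over 20 chromosomes p = 0.00013), while chromosome 10 had fewer than the others by the same test (8 of 1019 genes, odds ratio 0.38, adjusted p = 0.026). Dim probes of gene families are argued against as the whole source by an odds ratio of 3.05 among genes above the median of all genes in at least 1 group. A stretch of another strain's sequence that differs between the groups may be a candidate explanation, a hypothesis found in these data, since 27 of the 347 genes at the start of the chromosome passed, against 10 and 6 of 347 in the following parts (Fisher's exact p = 8.7e-05). That p comes from the same calls that raised the hypothesis, so it is not separate support for it. The paper's Methods name the same strain background for both mouse lines. The Fisher tests by chromosome count genes as independent, although all calls come from the same 6 arrays. Their p-values therefore do not show that the concentration goes with the genotypes. The 10 splits of the arrays are too few to test chance, with 2.24 in the real split, 2.20 in the highest other, and 1 split, the real one itself, as high. The odds ratio ranged from 1.50 to 2.25 as each array was left out, its lowest without array 2 labeled *Slug fl/fl*, and no biological explanation was tested.

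*9030025P20Rik*, which the paper's text does not discuss, had a log2 fold change of 1.39 and passed the adjusted p. *Armcx1*, also not discussed there, had a log2 fold change of -1.15 and passed it.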

How the results depend on the processing

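Chosen after seeing the data were the methods' t-test on all rows and the lists without *Lepr* or *Snai2*. *Snai2* (5.93 to 6.34 as each array was left out) and *Lepr* (0.38 to 0.58) kept their direction and an unadjusted p under 0.05 in every setting that tested them. *Lepr*, *Mc4r*, and *Socs3* were not among the genes tested with dim genes left out, and the adjusted p of *Lepr* ranged from 0.58 to 0.86. The leptin receptor signaling list did not pass in any setting, nor without *Lepr*, in tests of a shift in 1 direction. The mixed test of fry, which counts changes in either direction, gave it an unadjusted p of 0.0035. That test was not among the settings and was not adjusted over the lists. The methods' t-test gave 156 higher and 62 lower genes, all 218 among the limma calls, and 0 past adjusted p 0.05, and on all rows 182 and 73. Leaving out dim genes gave 135, 56, and 5, with fewer genes tested, and the intensity trend with a robust prior gave 6 past adjusted p 0.05. A ratio under 0.8 gave 268 lower genes by construction. As each array was left out, 368 to 463 genes were higher, 153 to 189 lower, and 1 to 3 passed adjusted p 0.05. The lower count was 187 without array 2 labeled *Slug fl/fl*, and 188 and 189 without arrays 1 and 3 labeled *Slug ΔLepRb*. With the replicate number as a block, 348 were higher, 138 lower, and 1 passed adjusted p 0.05, but arrays of the same number were no more alike (correlations of deviations -0.00084, -0.0059, and -0.059). The thalamus list was not called (mean -0.01), and passed at -0.15 without array 1 labeled *Slug fl/fl* and at 0.15 without array 3. Except where named, the cause was not tested. Of 1991 values of named genes under alternatives, 151 lost and 68 gained an unadjusted p under 0.05 and none was called with the opposite sign. Of 511 values of the other lists, 21 lost the call, 4 gained it in the same direction, and 1 gained it in the opposite direction, the thalamus list without array 3 labeled *Slug fl/fl*. No probe background was used, so what signal over background limits is not known.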

Differences from the paper's values

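The methods' t-test on all rows was chosen after seeing the values. The paper's count of genes higher at its threshold is 180, and the limma fit on genes gave 309. The paper's count of lower genes is 70, and the fit gave 124. Of the alternatives set before the data were examined, the methods' t-test (156 higher and 62 lower) and leaving out dim genes (135 and 56) lie within 1.5 times of the paper's counts. The intensity trend, quantile normalization, median centring, the mean of rows per gene, array weights, the replicate block, all rows of the table, the ratio of linear means, and each array left out do not for either count, nor does the ratio under 0.8 for lower genes (268). The methods' t-test on all rows, chosen after seeing the values, gave 182 higher and 73 lower. The paper's list of genes was not used here, so how many of its genes that setting drops was not counted.

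The paper describes the *Slug ΔLepRb* mice as lacking *Slug* in LepRb neurons. The array value of *Snai2* was 68.2-fold higher in the arrays labeled *Slug ΔLepRb*. The paper states that LepRb was higher in *Slug ΔLepRb* mice, and *Lepr* was 1.38-fold higher in those arrays.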

Other observations

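The tests of other splits for the adjusted count and for the gene lists were chosen after the results were seen. In the arrays labeled *Slug ΔLepRb*, 2 further lists passed camera. The 9 markers of oligodendrocyte precursors had a mean log2 fold change of 0.14 (adjusted p = 0.042, and 0.80 with an estimated correlation). *Cspg4*, a proteoglycan that precursors and pericytes make, was higher (0.48, SE 0.11) and passed when adjusted over the list alone, while *Gpr17* (0.31), *Olig1* (0.23), and *Pdgfra* (0.18) did not reach the fold limit. The 20 immediate early genes had a mean of -0.11 (adjusted p = 0.042, and 0.91 with an estimated correlation), and none passed singly, with *Egr3* at -0.27, *Dusp1* at -0.37, *Jun* at -0.36 (-0.22 without array 1 labeled *Slug ΔLepRb*), and *Fos* at -0.28 (-0.19 without array 3 labeled *Slug fl/fl*). Both calls changed as arrays were left out. The precursor list passed only without array 1 labeled *Slug fl/fl* as each array was left out (adjusted p from 0.019 to 0.16), and the immediate early genes only without array 1 or 2 labeled *Slug fl/fl* (0.0041 to 0.66, the highest without array 3, with a mean of -0.03). Over all settings the adjusted p ranged up to 0.80 and 0.91.

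The remaining lists did not pass camera, with the adjusted p given for each. Microglia (mean -0.09; 0.12), endothelial cells (0.84), oligodendrocytes (0.67), and hypothalamic identity genes (0.84) had no called member, and microglia passed with dim genes left out (0.010). Neurons had 1 lower gene, *Nefm* (-0.54; list 0.58), astrocytes 1 higher, *Gjb6* (0.35; 0.58), pericytes and smooth muscle 1 higher, *Cspg4* (0.84), and tanycytes and ependyma 1 lower, *Ccdc153* (0.67). Endoplasmic reticulum stress (0.84), circadian clock (0.99), and cholesterol synthesis (0.58) had no called member. Inflammation had 1 higher gene, *Socs3* (0.58), interferon response 1 lower, *Irf9* (0.70), and heat shock 1 lower, *Cryab* (0.58). Receptors of feeding signals had an adjusted p of 0.99, and neurotransmitter synthesis and transport 0.99. Of 52 ribosomal protein genes 1 was higher (0.67), and of 74 genes of oxidative phosphorylation 1 was higher and 1 lower (0.38, and 0.0099 without array 3 labeled *Slug fl/fl*). *Nefm* no longer passed singly without array 1 labeled *Slug fl/fl* or array 1 or 2 labeled *Slug ΔLepRb*, *Gjb6* without array 2 or 3 labeled *Slug fl/fl* or array 1 or 2 labeled *Slug ΔLepRb*, *Irf9* without array 3 labeled *Slug fl/fl* or array 1 or 3 labeled *Slug ΔLepRb*, and *Cryab* without array 1 or 3 labeled *Slug fl/fl* or array 1 labeled *Slug ΔLepRb*. Their log2 fold changes nearest 0 as each array was left out were -0.40, 0.23, -0.29, and -0.36, and with the methods' t-test none of the 4 passed, nor *Gjb6* with quantile normalization or array weights, nor *Cryab* with the intensity trend and a robust prior. Adjusted over the list alone *Ccdc153* and *Cspg4* passed. The mean and the median differed in sign for the leptin, feeding receptor, Slug, chromatin modifier, and tanycyte lists, and camera's direction differed from the mean for the pituitary and circadian lists.

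An excess of called genes near *Lepr*, as passenger variants linked to it could give, was not seen. Of 200 genes around *Lepr*, 2 passed (1.00%, against 2.02% elsewhere, odds ratio 0.49, one-sided Fisher's exact p = 0.91). A window of 200 genes could hold only a part of the 433 called genes, so the test cannot decide their main source. An effect of linked variants on single genes, *Lepr* among them, stays open. Olfactory and vomeronasal receptors passed at 0.79 times the share of other genes (95% interval 0.50 to 1.20, with 16 higher and 6 lower of 1360, list adjusted p = 0.84 by camera). That ratio narrowly met the bound set before the result was seen against noise of probes without signal. Its interval extends past that bound, so such noise stays open. Of the 433 called genes, 224 lay below the median of all genes in both groups, among them *Mc4r*, *Socs3*, *Mmp2*, *Krt18*, *Emx1*, *Neurod6*, and *S100a9*. Of all genes other than these receptors 46% lay below the median, so that count does not decide the question. The lowest adjusted p of 7 lists of neighboring tissue was 0.34, for striatum, whose called gene *Tac1* the hypothalamus also makes, which met the bound set before the result was seen for no difference in tissue, but that bound was too weak to exclude one, because the thalamus list passed with a mean of -0.15 without array 1 labeled *Slug fl/fl* and of 0.15 without array 3, so different amounts of neighboring tissue stay open. The others were choroid plexus (0.58), pituitary (0.90), blood (0.84, 3 genes measured, *S100a9* higher), thalamus (0.99), cortex and hippocampus (0.70, *Neurod6* higher and *Emx1* lower), and meninges and vascular fibroblasts (0.84). *S100a9* and *Neurod6* did not pass with the methods' t-test, and *S100a9* no longer passed without array 1 labeled *Slug fl/fl* (0.34) or *Slug ΔLepRb* (0.29), nor *Neurod6* without array 2 or 3 labeled *Slug fl/fl* or array 1 or 3 labeled *Slug ΔLepRb* (down to 0.22 on the log2 scale), while *Tac1* in the striatum list and *Emx1* in the cortex and hippocampus list passed when adjusted over the list alone.

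The 10 splits of 6 arrays into 3 and 3 are too few to test chance. The real split gave 433 genes past the paper's threshold and the highest other split 373, each other split counted in the direction that gives more genes, so 1 split, the real one itself, was as high. After adjustment, the real split gave 3 genes and the highest other 0, again with 1 split, the real one itself, as high. For gene lists, the real split gave 3 past adjusted p 0.05, the highest other gave 4, and 6 splits, the real one included, gave at least 3. In the real split, 2466 genes (11.5%) had groups that do not overlap, where chance gives 10%, and 1259 genes passed an unadjusted p of 0.05, where 1075 would by chance.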
